# LIPG-mediated regulation of lipid deposition and proliferation in goat intramuscular preadipocytes involves the PPARα signaling pathway

**DOI:** 10.1371/journal.pone.0317953

**Published:** 2025-02-13

**Authors:** Yinggui Wang, Lian Huang, JiangJiang Zhu, Wenyang Zhang, Yinmei Tang, Changheng Yang, Yaqiu Lin, Yong Wang, Hua Xiang

## Abstract

Endothelial lipase (LIPG), a member of the triglyceride lipase family, plays an essential role in human diseases and lipid metabolism. However, its function in goat intramuscular fat (IMF) deposition remains unclear. In this study, we investigated the role of the *LIPG* gene in IMF deposition by knocking down and overexpressing it in goat intramuscular preadipocytes. We successfully cloned the full-length *LIPG* gene, which spans 2,131 bp, including a 94 bp 5’ untranslated region (5’UTR), a 1,503 bp coding sequence (CDS), and a 534 bp 3’ untranslated region (3’UTR). Tissue expression profiles showed that *LIPG* is expressed in the heart, liver, spleen, Kidney, longest dorsal muscle, and small intestine tissues of goats. *LIPG* knockdown significantly inhibited both the proliferation of intramuscular preadipocytes and lipid deposition. Moreover, *LIPG* knockdown markedly decreased mRNA expression of *FASN, LPL, CPT1A, CPT1B, FABP3*, while increasing the mRNA expression of *ATGL, ACOX1, FADS1,* and *ELOVL6*. These findings were further corroborated through *LIPG* overexpression experiments. Using RNA sequencing (RNA-seq), we identified 1695 differentially expressed genes (DEGs) between the negative control (NC) and *LIPG* knockdown (Si-LIPG) groups, with KEGG pathway analysis revealing significant enrichment in the PPAR signaling pathway. Additionally, *LIPG* knockdown significantly upregulated the expression of both mRNA and protein levels of PPARα. The PPARα agonist WY14643 was able to reverse the enhanced lipid deposition induced by *LIPG* overexpression. In conclusion, our study highlights a key role for LIPG in the regulation of goat intramuscular preadipocyte proliferation and lipid deposition, potentially through the PPARα signaling pathway. These findings provide new insights into the regulatory mechanisms governing IMF deposition and suggest potential strategies for improving goat meat quality.

## Introduction

In addition to being found in adipose tissues, adipocytes are also present in subcutaneous, mesenteric connective tissues, visceral, and intermuscular areas [1], playing crucial roles in lipid metabolism, energy regulation, and temperature maintenance [2–4]. Unlike in humans, where adipocytes are mainly associated with metabolic diseases such as insulin resistance, type 2 diabetes mellitus, and aging [5], intramuscular adipocytes—also referred to as intramuscular fat (IMF)—have been shown to positively correlated with meat juiciness and flavor in cattle [6], pigs [7], sheep [8] and goats [9]. Adipocytes have been widely used to investigate lipid metabolism regulation, and a range of genes have been shown to be involved in the lipid formation process [10]. However, the mechanisms underlying IMF deposition in goats remain poorly understood.

Endothelial Lipase (EL), also known as Lipase G (LIPG), is a lipase that belongs to triglyceride (TAG) lipase family, which also includes lipoprotein lipase (LPL) and hepatic lipase (HL) [11–13]. LIPG hydrolyzes high-density lipoprotein (HDL) and phospholipids (PL) to release lysophospholipids (LysoPL) and fatty acids (FAs) [14,15]. These FAs are then taken up and used for lipid synthesis, metabolism [16–18], cell composition, cytokine expression, and energy supply [19]. In humans, LIPG has been linked to metabolic syndrome [20], including inflammation, excessive obesity, atherosclerosis [21], hypertension [22], depression [23], leukemia [24], cancer (stomach cancer, lung cancer [25], breast cancer, ovarian cancer, colon cancer, cervical cancer, cervical cancer) [19,26], and other diseases due to its role in lipid metabolism and cell proliferation. In sheep, LIPG was identified as a major differential gene between fat-tailed and thin-trailed sheep with different lipid storage patterns [27].

Despite these insights, little is known about the role of LIPG in the regulation of goat intramuscular preadipocyte proliferation and lipid accumulation. In this study, we cloned LIPG coding sequences from goats and examined its role in cell proliferation and lipid deposition by knockdown and overexpression technology. Additionally, we demonstrated that the PPARα signaling pathway is involved in the regulatory process through RNA-seq and a rescue experiment. These findings provide new insights into the lipid metabolism regulation network and offer a theoretical basis for improving goat meat quality through genetic breeding techniques.

## Materials and methods

### Ethics statement

All experimental exercises were reviewed and approved by the Institutional Animal Care and Use Committee, Southwest Minzu University (Chengdu). The experimental animal certification number was SYXK-2020-1-20.

### Collection of tissue samples and isolation of goat intramuscular preadipocytes

Three 12-month-old Jianzhou goat were randomly selected from Sichuan Jianyang Dageda Animal Husbandry. Following euthanasia, the heart, liver, spleen, kidney, longest dorsal muscle, subcutaneous fat, and small intestine were promptly collected, washed with DEPC-treated water, and immediately frozen in liquid nitrogen for storage.

Goat primary intramuscular preadipocytes were isolated using the previously described method [28,29]. Briefly, longissimus dorsi tissues were collected from three-day-old Jianzhou goats after euthanized. The tissues were washed three times with PBS containing 1% penicillin/streptomycin and then were cut into 1 mm^3^ cubes using ophthalmic scissors. The samples were then digested with type II collagenase 0.2% type II collagenase (1 ml per gram of tissue) for 1.5 h at 37°C with gentle shaking, and the digestion was terminated by adding an equal amount of complete medium (DMEM/F12 (Gibco, Beijing, China), 10% FBS (Gemin, Beijing, China), 1% Penicillin-Streptomycin Solution). The samples were then filtered using sterile gauze and a 75-μm cell strainer, and the cells were then centrifuged at 2000 rpm for 5 min. Following discarding the supernatant, and cells were resuspended by complete medium and standing for 5 min. The cells were then seeded into 25 cm^2^ culture flasks and cultured under 5% CO_2_ at 37 °C. Previous studies have shown that preadipocytes were adhere at 0-2 h and myogenic cells at 2-74 h [30]. Intramuscular preadipocytes were isolated by removing nonadherent cells from the supernatant after 2 h. The culture medium was changed every two days until the cell density reached 80%. Then the cells were passed to third generation and inoculated into 6-well plates.

### Gene cloning, sequence analysis and construction of phylogenetic trees

The cloning primers (S1 Table) were designed based on the predicted sequence of *LIPG* on Genbank (Genbank registry number: XM_005697191.3). The LIPG gene was cloned from goat subcutaneous adipocytes using the following primers: LIPG-F: CTTGGACCGCTGGAAAC, LIPG-F: CTTGGACCGCTGGAAAC. The sequences obtained by cloning were analyzed by DNAman 8 for sequence analysis. Phylogenetic trees were constructed by building MEGA 5.05.

### Vectors construction and chemical synthesis of siRNA

The CDS region of the LIPG gene was ligated into the pcDNA3.1 vector linearized by *EcoR* І and *xho* І, named OE-LIPG. PcDNA3.1 (+) plasmid was chosen as a negative control (OE-NC). The specific interfering siRNAs (siRNA-1(GCAGGAAGAACCGUUGUAATT), siRNA-2 (CUUGAGAACACCCUUAUAUTT)) were designed and synthesized based on *LIPG* gene by Shanghai GenePharma. Negative control (NC) was provided by GenePharma (UUCUCCGAACGUGUCACGUTT).

### Transfection, treatment and induced differentiation of goat intramuscular preadipocytes

The well-being of intramuscular preadipocytes were inoculated into 6-well plates, and transfection was initiated when cell confluence reached 70-80%. Each well of the 6-well plate was transfected with 1ug of plasmid or 120 μM siRNA, respectively. The transfection process was performed according to the instructions of Lipofectamine™ 3000 (Thermo Fisher Scientific). After the end of transfection, the cell culture medium was replaced with induction medium (MEM/F12, 10% FBS, 1% Penicillin-Streptomycin Solution, 50 μmol/L oleic acid (Sigma, Tokyo, Japan)) [31]. After 48 hours, these cells were utilized for subsequent analyses including Oil Red O staining, BODIPY staining, triglyceride assay, EDU staining, and qPCR.

### Treatment of orlistat

Transfected cells were treated with 20 μM orlistat (dissolved in DMSO) and cultured for an additional 48 h.

### Oil Red O staining and BODIPY staining

Oil Red O staining and BODIPY staining were referred to as the previously reported methods [32]. Briefly, cells in 6-well plates were washed three times with PBS and fixed with 4% formaldehyde at room temperature for 30 min. During the Oil Red O staining process, the Oil Red O working solution (the mixture of 3 ml Oil Red 5 g/L dissolved in isopropanol and 2 ml of ddH_2_O) was added to the cells and incubated for 20 min at room temperature. The cells were cleaned with PBS and photographed with microscope. Finally, 1 ml of isopropanol was added to each well of the 6-well plate and the absorbance value at 510 nm was measured using a spectrophotometer (Thermo Fisher Scientific, Shanghai, China).

For BODIPY staining, cells were incubated with BODIPY staining solution (1 μg/mL of BODIPY^TM^ 493/503 (Thermo Fisher Scientific, D3922)) for 30 min in the dark. Cells were then washed three times with PBS and stained with DAPI solution (1 μg/mL of DAPI (Solarbio, C0060)) for 10 min. Finally, the cells were photographed by inverted fluorescence microscopy, and measured the fluorescence intensity and cell number by Image-Pro Plus 6.0.

### Triglyceride assay

Intracellular triglyceride content was measured by a Tissue Triglyceride (TAG) Content Assay Kit (Applygen, E1013), following the instructions. Briefly, the cells were washed three times with PBS, and treated with 200 μl of cell lysis on ice for 10 min. A mixture of 10 μl of lysate and 190 μl of working solution was incubated at 37°C for 15 min and the absorbance value at 550 nm was detected. The total protein was measured by BCA protein assay kit (Boster, Wuhan, China) for triglyceride standardization.

### EDU staining

The BeyoClick™ EDU-488 Cell Proliferation assay kit (Beyotime Biotechnology, C0071S) was used for EDU staining following the manufacturer’s protocol. In summary, the cells were added to EDU solution preheated at 37 °C (final concentration of 10 μM) and continued to culture for 2 h. Next, cells were washed 3 times using PBS and were fixed by adding 1 ml of 4% paraformaldehyde for 15 min at room temperature. At the end of fixation, the cells were washed three times using washing solution (PBS with 3% BSA) and were permeabilized using permeabilization solution (PBS with 0.3% Triton X-100) at room temperature for 15 min. Then, the cells were washed twice with washing solution and incubated with 1 ml click working solution for 30 min at room temperature. Finally, the nuclei were stained using 1× Hoechst. Cells were photographed using an inverted fluorescence microscope and the photographs were quantitatively analyzed using Image-Pro Plus 6.0.

### Total RNA extraction and quantitative real-time PCR (RT-qPCR)

Total RNA from goat tissue or intramuscular preadipocytes was extracted using RNAiso Plus (Takara, 9109). The concentration and purity of RNA were measured using a Nanodrop 2000 (Thermo Fisher Scientific, Beijing, China), and the absorbance ratios (260/280 nm) of all RNAs were between 1.8 and 2.0. Reverse transcription of 1 μg total RNA to cDNA using the Reverse Transcription Kit (Vazyme, R323-01, Nanjing, China). Real-Time PCR was carried out with a Bio-Rad CFX96 PCR System using Taq Pro Universal SYBR qPCR Master Mix (Vazyme, Q712-02, Nanjing, China) and gene-specific primers (S1 Table). Ubiquitously expressed prefoldin like chaperone (*UXT*) was used as an internal reference gene and the relative expression was calculated using the 2^-∆∆Ct^ methods.

### RNA sequencing (RNA-seq)

Goat intramuscular preadipocytes were cultured in 6-well plates, transfected and induced for 48 h. Sterile PBS was used to wash the cells three times, 1 ml Trizol was added, and the samples were sent to Hangzhou LcbioTechnologies for transcriptome sequencing. DEsq2 was used to screen differentially expressed genes (DEGs) analysis. Gene Ontology (GO) and Kyoto encyclopedia of genes and genomes (KEGG) analysis were analyzed using Sanger box (http://sangerbox.com/home.html). Gene Set Enrichment Analysis (GSEA) was conducted using Omicshare (https://www.omicshare.com/). Data were deposited in Gene Expression Omnibus database (GEO) (https://www.ncbi.nlm.nih.gov/geo/) and Sequence Read Archive (SRA) (https://www.ncbi.nlm.nih.gov/sra/) with accession numbers GSE234932 and PRJNA946935.

### Western blot

Total protein was harvested from goat intramuscular preadipocytes using Western and IP cell lysates (Beyotime Biotechnology, P0013, Shanghai, China) containing protease inhibitor mixture (Beyotime Biotechnology, P1008, Shanghai, China). PPARα antibody (Protein tech, 66826-1, Wuhan, China) and LIPG antibody (Protein tech, 67434-1, Wuhan, China) were used as primary antibody. β-actin (Boster, BM0627, Wuhan, China) was selected as an internal reference protein. Goat anti-mouse IgG-HRP (Boster, BA1050 Wuhan, China) and Goat anti-rabbit IgG-HRP (Boster, BA1054, Wuhan, China) were used as a secondary antibody.

### Statistical analysis

Graphs were generated using GraphPad software, and all data were represented by mean ± SEM. T-tests were used for statistical analysis when there were only two groups, and one-way ANOVA was used when there were three or more groups. The number of all biological replicates in the experiment was three (n=3). Significance was indicated using “*” p<0.05, “**” p<0.01, “***” p<0.001, “****” p<0.0001.

## Results

### Cloning and expression analysis of the goat LIPG gene

As the lack of validation sequence of goat *LIPG* gene on NCBI database, we successfully cloned the LIPG gene mRNA sequence for the first time in this study. The predicted sequence of *LIPG* (GENE BANK: XM_005697191.3) was used to design primers (S1 Table). The full length sequence of the cloned *LIPG* gene is 2,131 bp, including 1,503 bp CDs, 94 bp 5′ untranslated region (5′UTR), and 534 bp 3′UTR, encoding 500 amino acids (Fig 1A). The phylogenetic tree of LIPG amino acids constructed by MEGA5.05 showed that goat LIPG was closely related to sheep, but distant from human and mouse (Fig 1B). Expression analysis revealed that LIPG mRNA is most abundantly expressed in the small intestine, followed by heart, liver and kidney (Fig 1C). Additionally, LIPG expression varied throughout the differentiation process of goat preadipocytes, reaching its lowest level on day 6 and peaking on day 8 on 8th day (Fig 1D).

**Fig 1:**
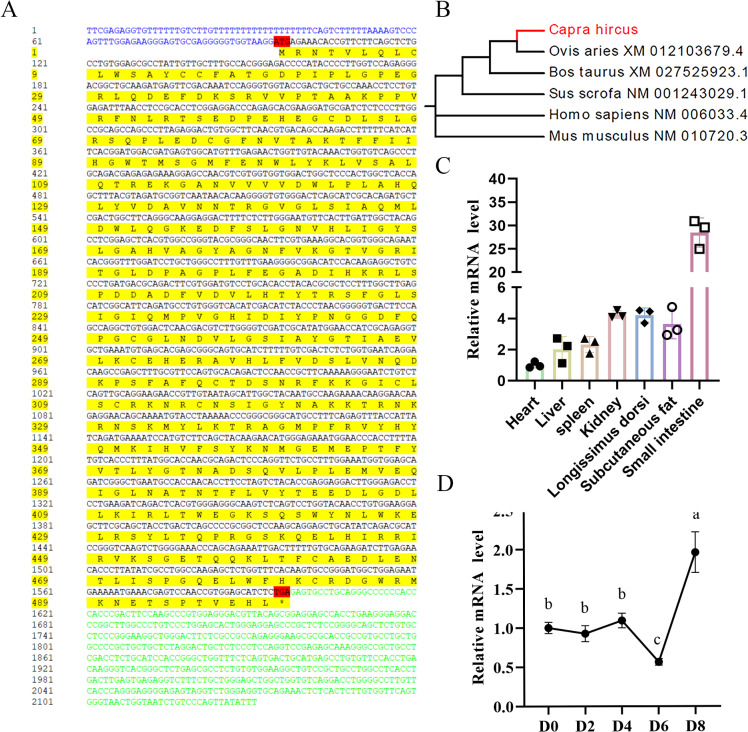
Cloning, genetic relationship analysis, tissue expression profile and time sequence expression profile of goat *LIPG* gene. (A) The nucleotide sequence and the translated amino acid sequence of goat *LIPG* (blue indicates 5’UTR; green indicates 3’UTR; black indicates ORF; yellow indicates amino acid sequence; red indicates initiation codon and stop codon; *  Represents the stop codon). (B) LIPG amino acid sequence phylogenetic tree was constructed by MEGA5.05. (C) The *LIPG* mRNA level in heart, liver, spleen, kidney, longissimus dorsi, subcutaneous fat and small intestine, **n** =  3. Ubiquitously expressed prefoldin like chaperone (*UXT*) as the internal reference gene; (D) The *LIPG* mRNA level at day 0, 2, 6 and 8 in induced differentiation intramuscular adipocyte (n =  3).

### Knockdown of LIPG inhibits lipid deposition in goat intramuscular preadipocytes

To knock down the expression of LIPG, two siRNAs were synthesized, achieving knockdown efficiencies of 59% and 42%, respectively (Fig 2A). In addition, siRNA-1 effectively knocked down LIPG expression at the protein level (Fig 2B–2C). SiRNA-1 was used in the following experiment. At the morphology, compared with the negative control group (NC), the LIPG-silenced group (Si-LIPG) exhibited fewer lipid droplets, as labeled by oil red O stained. (Fig 2D-2E) and BODIPY staining (Fig 2F–2G). Although no significant difference was achieved, LIPG knocking down also reduced the intracellular TAG content (Fig 2H). The increase in intramuscular fat mass may be the result of the generation of new adipocytes and/or an increase in triglyceride deposition by individual cells [31]. Previous studies have shown that LIPG supports cell proliferation in triple negative breast cancer cells [11]. Therefore, we speculate that functional loss of *LIPG* may change the proliferative capacity of goat intramuscular preadipocytes. In the process of inducing the intramuscular preadipocytes to differentiate into adipocytes, the proliferation capacity of the cells was decreased by EDU staining (Fig 2I–2J).

**Fig 2:**
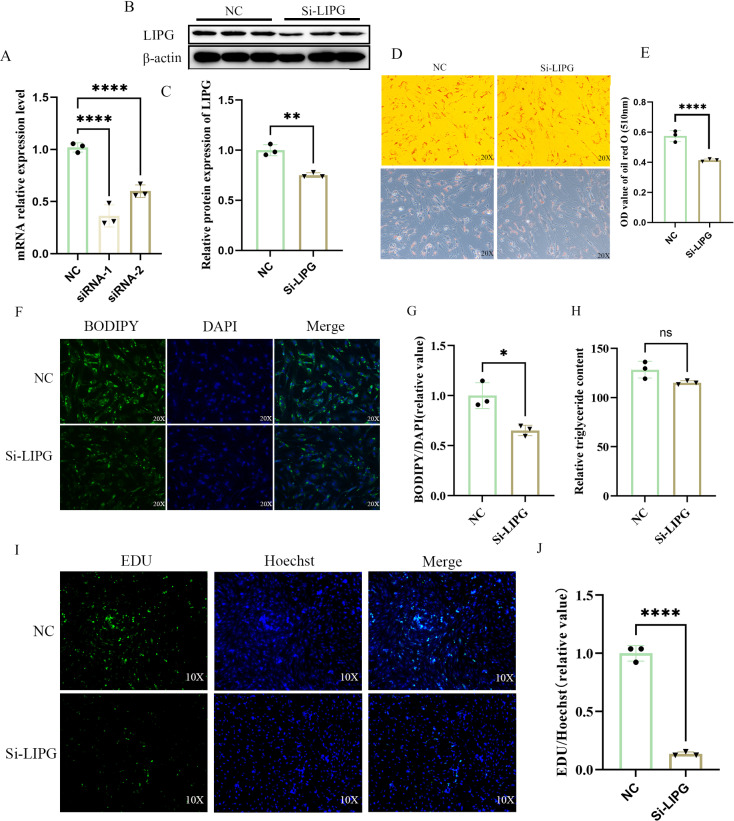
Knockdown of *LIPG* inhibits lipid deposition in goat intramuscular preadipocytes. (A) The knockdown efficiency detection of *LIPG* by real-time quantitative PCR (RT-qPCR). (B) LIPG protein expression levels were detected in the NC and Si-LIPG groups using WB. (C) The quantification analysis of WB using Image-Pro Plus 6.0. (D) The Oil Red O staining between negative control groups (NC) and siRNA treatment groups (Si-LIPG) in intramuscular preadipocyte. (E) The quantitative analysis of Oil Red O staining was indicated by the OD value at 510 nm. (F) The BODIPY staining between NC groups and Si-LIPG groups. Lipid droplets were visualized with BODIPY 493/503 staining (green). Nuclei were stained with DAPI (blue). (G). The fluorescence intensity was measured by Image-Pro Plus 6.0. (H) Intracellular triglycerides (TAG) levels were quantified with the triglyceride quantification assay kit. (I) EDU staining between NC groups and Si-LIPG groups; Green fluorescence (EDU) represents an EDU positive cell and blue fluorescence (Hoechest) represents the nucleus. (J) Quantitative analysis of the number of EDU positive cells by Image-Pro Plus 6.0. Data are shown as mean ±  SEM, n = 3, *  P < 0.05, ** P < 0.01, *** P < 0.001, **** P < 0,0001.

Concurrently, knockdown of the *LIPG* in intramuscular preadipocytes significantly increased mRNA expression of adipose triglyceride lipase (*ATGL*), acyl-CoA oxidase 1 (*ACOX1*), fatty acid desaturase 1 (*FADS1*), long-chain fatty acid family member 6 (*ELOVL6*), while significantly decreasing the expression levels of fatty acid synthase (*FASN*), lipoprotein lipase (*LPL*), hormone-sensitive lipase (*HSL*), carnitine palmitoyltransferase 1A (*CPT1A*), carnitine palmitoyltransferase 1B (*CPT1B*), and fatty acid binding protein 3 (*FABP3*) (Fig 3). However, the expression of glycerol-3-phosphate acyltransferase 4 (*AGPAT6*), diacylglycerol O-acyltransferase 1 (*DGAT1*), acyl-CoA synthetase long chain family member 1 (*ACSL1*), acyl-CoA synthetase short chain family member 2 (*ACSS2*), acetyl-CoA carboxylase (*ACC*), and *CD36* were not obviously changed by knockdown of LIPG (Fig 3). These results suggest that *LIPG* gene deletion significantly decreased IMF lipid deposition by reducing intramuscular preadipocyte proliferation and lowering lipid content.

**Fig 3:**
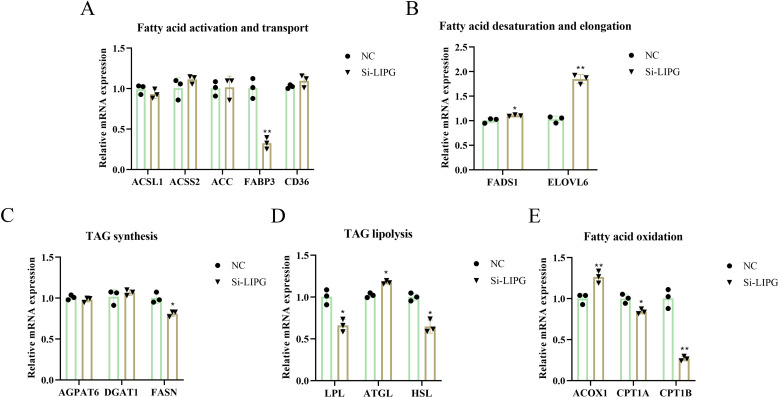
Knockdown of *LIPG* altered the expression level of genes related to lipid metabolism. (A) Fatty acid activation and elongation related genes. (B) Fatty acid desaturation and elongation related genes. (C) Triglycerides (TAG) synthesis related genes. (D) TAG lipolysis related genes. (E) Fatty acid oxidation related genes. Data are shown as mean ±  SEM, *  P < 0.05, ** P < 0.01, *** P < 0.001.

### Overexpression of LIPG promotes lipid deposition in goat intramuscular preadipocytes

The OE-LIPG vector significantly upregulated both mRNA and protein expression levels of LIPG (Fig 4A-4C). Compared with the control groups (NC), overexpression of *LIPG* groups (OE-LIPG) significantly increased cellular adipogenesis by Oil Red O staining (Fig 4D–4E) and BODIPY staining (Fig 4F-4G). The intracellular TAG content was elevated, although not statistically significant (Fig 4H). Furthermore, functional acquisition of *LIPG* significantly increased the ability of goat intramuscular preadipocytes to proliferate (Fig 4I–4J). *LIPG* overexpression did not affect the expression levels of *AGPAT6*, *DGAT1*, *ACSL1*, *ACSS2*, *ACC*, *CD36* (Fig. 5). However, it significantly increased the expression of *LPL*, *HSL*, *CPT1A*, *CPT1B*, *FABP3*. Conversely, the expression levels of *ATGL*, *ACOX1*, *FADS1* and *ELOVL6* were significantly reduced upon LIPG overexpression (Fig 5). These results show that overexpression of LIPG promotes lipid deposition in goat intramuscular preadipocytes. To investigate the role of LIPG activity in promoting lipid deposition induced by overexpression of LIPG, we added orlistat to intramuscular preadipocytes overexpressing the LIPG gene. Addition of orlistat did not attenuate the increase in lipid deposition caused by overexpression of LIPG (S1 Fig), suggesting that LIPG-promoted lipid deposition does not act through LIPG activity.

**Fig 4:**
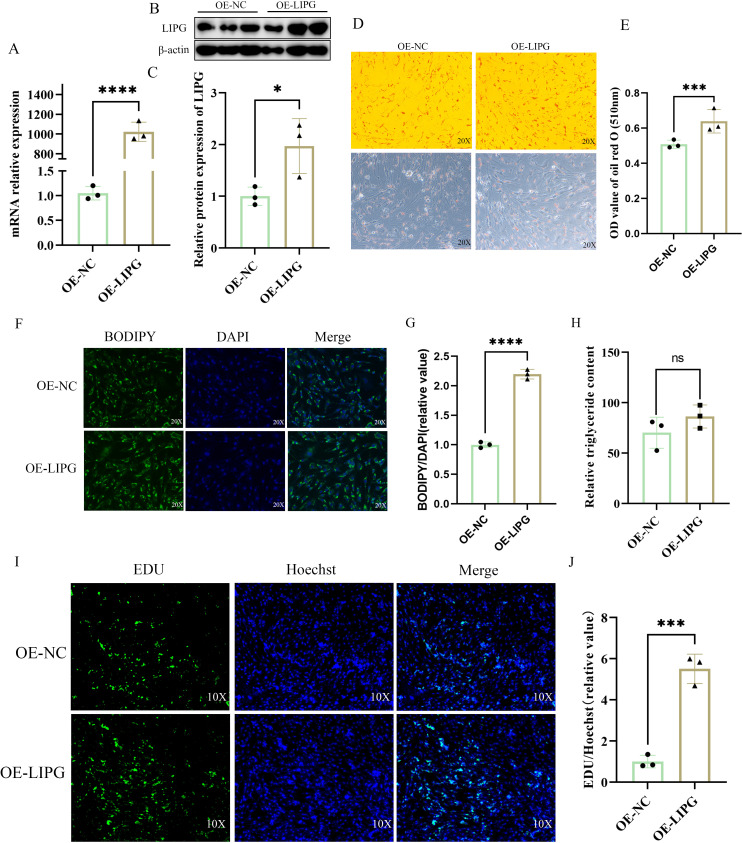
Overexpression of *LIPG* promoted lipid deposition in goat intramuscular preadipocyte deposition. (A) The overexpression efficiency of *LIPG* by RT-qPCR. (B) LIPG protein expression levels were detected in the OE-NC and OE-LIPG groups by WB. (C) The quantification analysis of WB using Image-Pro Plus 6.0. (D) The Oil Red O staining between OE-NC groups and OE-LIPG groups in intramuscular preadipocyte cells. (E) The quantitative analysis of Oil Red O staining was indicated by the OD value at 510 nm. (F) The BODIPY staining between OE-NC groups and OE-LIPG groups. Lipid droplets were visualized with BODIPY 493/503 staining (green). Nuclei were stained with DAPI (blue). (G). The fluorescence intensity was measured by Image-Pro Plus 6.0. (H) Intracellular TAG levels were quantified with the triglyceride quantification assay kit. (I) EDU staining between NC groups and OE-LIPG groups; Green fluorescence (EDU) represents an EDU positive cell and blue fluorescence (Hoechest) represents the nucleus. (J) Quantitative analysis of the number of EDU positive cells by Image-Pro Plus 6.0. Data are shown as mean ±  SEM, n = 3, *  P < 0.05, ** P < 0.01, *** P < 0.001, ****P < 0.0001.

**Fig 5:**
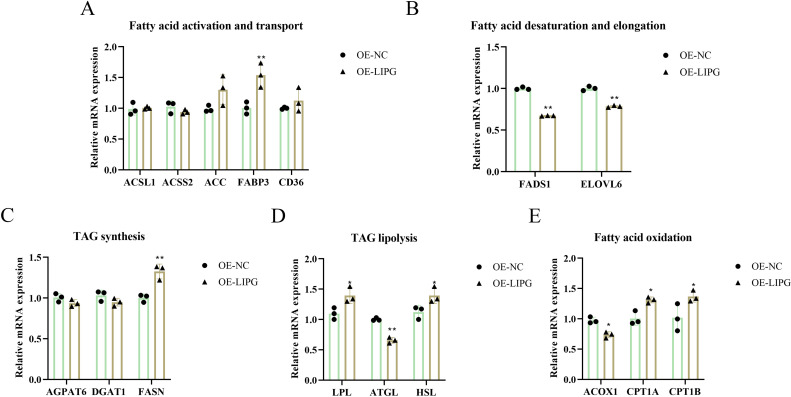
Overexpression of *LIPG* altered the expression level of genes related to lipid metabolism. (A) Fatty acid activation and elongation related genes. (B) Fatty acid desaturation and elongation related genes. (C) TAG synthesis related genes. (D) TAG lipolysis related genes. (E) Fatty acid oxidation related genes. Data are shown as mean ±  SEM, *  P < 0.05, ** P < 0.01, *** P < 0.001.

### Knockdown of LIPG affects the mRNA transcriptional profile of goat intramuscular preadipocytes

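Goat intramuscular preadipocytes, the fat precursor cells that lie within muscle, were transfected with a negative control siRNA (NC groups, n = 3) or with an siRNA against LIPG (Si-LIPG groups, n = 3) and induced with 50 μmol/L oleic acid for 48 h. The 6 RNA-seq libraries were made from poly(A) RNA with dUTP marking of one cDNA strand, a protocol that keeps the strand from which each read came. The authors deposited the number of reads counted on each of 27271 genes in every library, without normalization, and FPKM values of the same genes, which scale the counts by gene length and by the reads counted on genes. The paper's text does not name the aligner, the genome build or the counting tool. The deposited files also hold 5 rows per library for reads that were not counted on a gene, so that all reads of a library can be summed. NC libraries 1, 2 and 3 had 52638817, 42581107 and 46081110 reads in all, of which 524776, 601961 and 703680 were counted on genes (median 601961). Si-LIPG libraries 1, 2 and 3 had 48031507, 37362212 and 36451898 reads in all, of which 864882, 982465 and 1051230 were counted on genes (median 982465). Reads counted on genes were 1.31% ± 0.279 (SD, n = 3) of all reads in the NC groups and 2.44% ± 0.566 (SD, n = 3) in the Si-LIPG groups, a ratio of 1.86. Every Si-LIPG library had a higher share than every NC library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Between 91.6% and 93.7% of the reads of a library fell on no gene, and at most 1.22% were not aligned.

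**Figure D1:**
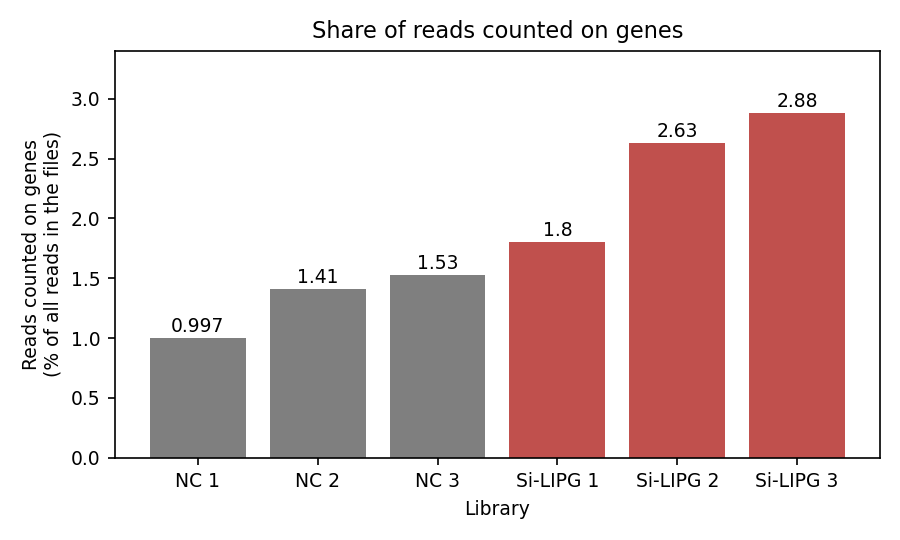
Reads counted on genes as a percentage of all reads in the deposited files (vertical axis) for each library (horizontal axis), with NC libraries in grey and Si-LIPG libraries in red. The share rises from 0.997% in NC 1 to 2.88% in Si-LIPG 3.

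The count of the silenced gene LIPG itself (ENSCHIG00000015994) was 0, 2 and 0 in NC libraries 1, 2 and 3 and 0, 2 and 2 in Si-LIPG libraries 1, 2 and 3. These counts do not exceed 3, the limit that a count of 0 allows, which corresponds to a CPM between 2.85 and 5.72 over the counted reads. A change of LIPG was therefore not detectable in these counts, and the labels could not be checked against the silenced gene. One candidate reason for the few reads on genes, weighed in a later section, is counting on the strand opposite to the transcripts. In that case the counts of LIPG and of other genes need not measure their own transcripts. Groups were compared with edgeR's quasi-likelihood test after TMM normalization, over the 6574 genes that passed edgeR's filter on low counts. TMM normalization assumes that most genes do not change between libraries, and its factors ranged from 0.601 in NC 1 to 1.37 in Si-LIPG 3. The median log2 fold change (Si-LIPG over NC) of the tested genes was 0.16 after TMM normalization, 0.74 with library sizes alone and 1.58 when counts were scaled to all reads in the files, an alternative chosen after seeing the data. The direction of a gene can therefore depend on the scaling, also for genes with a large change such as PLTP, which had a log2 fold change of -1.56 after TMM normalization and 0.0801 when scaled to all reads. The biological coefficient of variation common to all tested genes was 40.5%.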

To further clarify the molecular mechanism by which LIPG regulates lipid deposition in intramuscular preadipocytes, we constructed a transcription profile of *LIPG* silencing by RNA-seq. Principal Components Analysis (PCA) analysis showed that the transcriptome data of the negative control groups (NC) and the *LIPG* knockdown groups (Si-LIPG) were divided into two independent clusters (n = 3) (S2 Fig). 

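In a PCA of the log2 CPM values of the 6574 tested genes (TMM-normalized, prior count 2), the first component held 55.0% of the variance and the second 17.1%. NC libraries 1, 2 and 3 lay at -98.1, -5.51 and -3.998 on the first component, and Si-LIPG libraries 1, 2 and 3 lay at 19.1, 43.2 and 45.4. The groups did not overlap on this component, but NC 1 was farther from the other NC libraries than these were from the Si-LIPG libraries. The distance over all components was 120 between NC 1 and NC 2, and 78.8 between NC 3 and Si-LIPG 1. Differences between the groups accounted for 37.3% of the squared distances, more than in any of the other splits of the 6 libraries into 3 and 3 (exact permutation test over 10 splits, p = 0.1, the smallest p this design allows). This share was between 33.7% and 42.8% when the 500 most variable genes, log2(FPKM + 1) values, a prior count of 0.25 or genes scaled to unit variance were used. Without Si-LIPG replicate 2 or 3 it was 33.5% and 33.1%, and the permutation p was 0.3.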

The reliability of the sequencing data was verified by RT-qPCR (S3 Fig). 

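At an unadjusted p under 0.05 and a fold change over 1.5, 1361 of the 6574 genes differed between the groups with edgeR's quasi-likelihood test, 515 higher and 846 lower in the libraries labelled Si-LIPG. After Benjamini-Hochberg adjustment over the tested genes, 428 genes had an adjusted p under 0.05, 64 of them higher and 364 lower. The balance of directions moved with the scaling. With library sizes alone, 1588 genes were higher and 395 lower, so that 80.1% of the genes at this criterion were higher against 37.8% after TMM normalization. Scaled to all reads in the files, 3030 genes were higher and 2 were lower. DESeq2, run with its own size factors on the 14848 genes with at least 1 count, gave 1693 genes at the same criterion, 629 higher and 1064 lower, and 595 genes with an adjusted p under 0.05. The number of genes with an adjusted p under 0.05 rested on single libraries. It was 0 without NC replicate 1, without NC replicate 2, without Si-LIPG replicate 2 and without Si-LIPG replicate 3, where 1307, 1616, 888 and 871 genes had an unadjusted p under 0.05, and it was 525 without NC replicate 3 and 648 without Si-LIPG replicate 1. Among the genes with a mean count of at least 100 and no overlap between the groups, the largest rises in the Si-LIPG libraries were those of TMBIM6 (log2 fold change 1.57, standard error 0.34, adjusted p = 0.0395 from edgeR), TFPI2 (1.56, standard error 0.43, adjusted p = 0.0446 from edgeR) and ENSCHIG00000022463, which the files give without a name (1.55, standard error 0.40, adjusted p = 0.0400 from edgeR). The direction of ENSCHIG00000022463 did not hold when the share of reads on genes was a covariate, an alternative chosen after seeing the data (log2 fold change -0.0431).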

A total of 1695 differentially expressed genes (DEGs) were identified between NC groups and Si-LIPG groups (p<0.05, Fold change>1.5), with 1064 genes significantly upregulated and 631 genes differentially downregulated (Fig 6A). 

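GPS1 (ENSCHIG00000026834) had the smallest p of all tested genes and CCDC85B (ENSCHIG00000001753) ranked 12 by p with edgeR and 2 with DESeq2. Their values were lower in the libraries labelled Si-LIPG than in those labelled NC. The TMM-normalized CPM of GPS1 was 1014 ± 503.6 (SD, n = 3) in the NC groups and 190.2 ± 67.8 (SD, n = 3) in the Si-LIPG groups, a log2 fold change of -2.39 (standard error 0.40, adjusted p = 0.0395 from edgeR's quasi-likelihood test). For CCDC85B the CPM was 1804 ± 1067 (SD, n = 3) and 364 ± 174 (SD, n = 3), a log2 fold change of -2.29 (standard error 0.45, adjusted p = 0.0395 from the same edgeR test). No NC library overlapped with a Si-LIPG library for either gene. The log2 fold change stayed between -2.73 and -1.93 for GPS1 and between -2.75 and -1.73 for CCDC85B when each library was left out in turn, and the adjusted p rose to at most 0.253. As CPM over all reads in the files, GPS1 had 9.83 ± 0.619 (SD, n = 3) and 5.46 ± 0.992 (SD, n = 3), and CCDC85B had 17.0 ± 2.80 (SD, n = 3) and 10.0 ± 0.898 (SD, n = 3). On that scale the log2 fold changes were -0.85 (adjusted p = 0.0669 from edgeR) and -0.76 (adjusted p = 0.0635 from edgeR). In the RefSeq annotation of the goat assembly ARS1.2, DUS1L and RFNG overlap GPS1 or lie within 1 kb of it, and FOSL1 overlaps CCDC85B or lies within 1 kb of it. The paper's text does not say whether reads were counted by strand, so reads of these neighbours could be part of the counts.

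**Figure D2:**
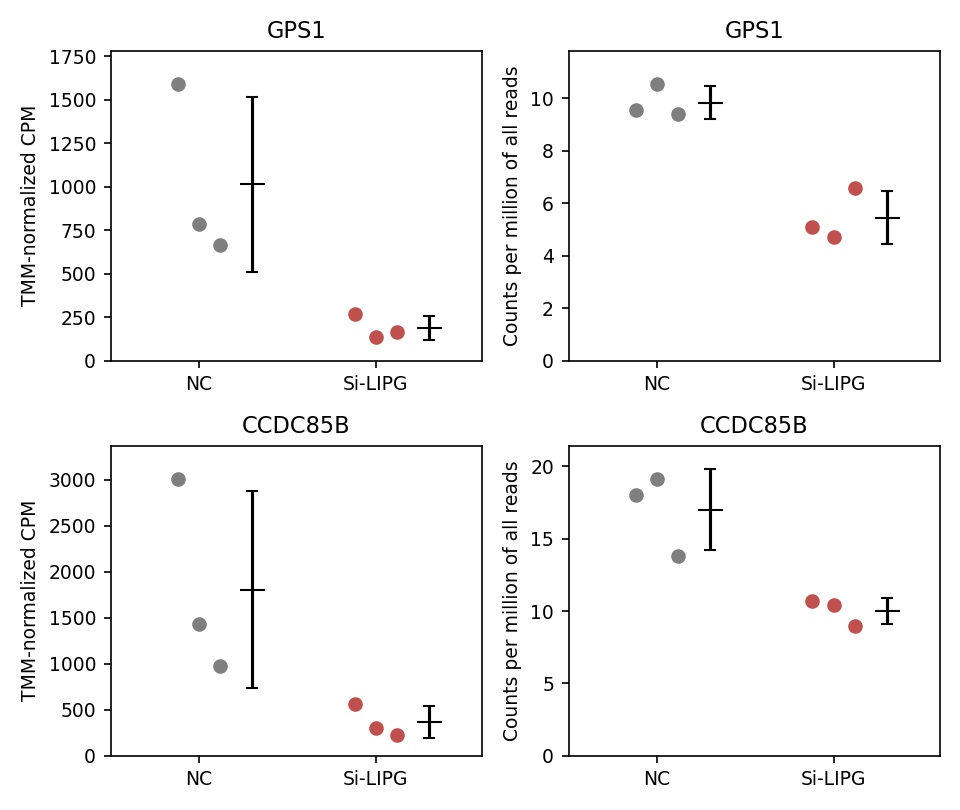
Expression of GPS1 (top) and CCDC85B (bottom) in each library as TMM-normalized CPM (left) and as CPM over all reads in the files (right), with NC libraries in grey, Si-LIPG libraries in red and black bars for the mean and SD (n = 3). In all 4 panels the NC libraries lie above the Si-LIPG libraries, and the distance is smaller on the right.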

The most significantly upregulated was the G Protein Pathway Suppressor 1 (GPS1) gene, followed by the Coiled-Coil Domain Containing 85B (Delta-Interacting Protein A) CCDC85B gene. The Top 50 genes with the most significant differences are listed in supplemental Table 2 (S2 Table). 

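The paper's text gives 50 genes for this list, and the copy of S2 Table used here held 49, so no test of overlap or enrichment was made on it. The 49 were the genes with the smallest p from DESeq2 on the deposited counts, in the same order. All 49 were among the genes tested, and all were lower in the libraries labelled Si-LIPG, with a median log2 fold change of -1.81 and a range from -2.39 to -1.54. Each of the 49 had an adjusted p under 0.05 from edgeR's quasi-likelihood test. The list was chosen on these libraries, so these values are not independent evidence. Scaled to all reads in the files, the 49 genes were still lower, but their median log2 fold change was -0.31, 2 of them met the criterion on the unadjusted p and the fold change, and 0 had an adjusted p under 0.05. The adjusted p was under 0.05 for 7 of the 49 with library sizes alone. It was under 0.05 for 0 of them without NC replicate 1, without NC replicate 2, without Si-LIPG replicate 2 or without Si-LIPG replicate 3, although all 49 kept an unadjusted p under 0.05 and the same direction in each of these fits.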

To visualize the whole effect of the DEGs expression, the hierarchical cluster analysis in the form of a heat map is shown below (Fig 6B). These DEGs were significantly enriched in GO terms such as lipid translocation, cellular metabolic process, heparin metabolic process, etc. 

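Among the 1361 genes at the criterion, 1161 (85.3%) had no overlap between the NC and Si-LIPG libraries in TMM-normalized CPM, where chance gives 10% for 3 libraries against 3 in genes chosen without regard to the groups. The 1361 genes were chosen for a difference between the groups, so a high share is built in. The genes without overlap were 454 of the 515 higher genes and 707 of the 846 lower genes. When the log2 CPM of each gene was centred and scaled to unit variance over the 6 libraries, the lower genes had a mean of 1.43 in NC 1, 0.434 in NC 2 and 0.367 in NC 3, and of -0.290, -0.901 and -1.04 in Si-LIPG libraries 1, 2 and 3. The higher genes had a mean of -1.12, -0.604 and -0.569 in the NC libraries and 0.542, 0.875 and 0.877 in the Si-LIPG libraries. NC 1 was the most extreme library in both sets. Hierarchical clustering of the libraries on these genes, cut into 2 clusters, separated the NC from the Si-LIPG libraries, which follows from choosing the genes for that difference.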

(Fig 6C). 

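Pathway member lists written by hand were compared with the other tested genes by limma's camera test (preset correlation 0.01) and by Fisher's exact test of the genes at the criterion, of which there were 20.7% among all genes tested. Adjusted p values are over 13 lists. For fatty acid metabolism, 27 of 57 genes were tested and 7 were at the criterion, 5 higher and 2 lower (Fisher's exact test, p = 0.479), and the median log2 fold change lay 0.31 above that of all tested genes (camera adjusted p = 0.233). Of the fatty acid elongation list, 11 of 27 genes were tested and 3 were at the criterion (Fisher's exact test, p = 0.707, and camera adjusted p = 0.466). Its median also lay 0.31 above that of all tested genes. When each library was left out in turn, this difference ranged from 0.12 to 0.58 for fatty acid metabolism. For fatty acid elongation it ranged from 0.0809 to 0.48. The p53 list had 32 of 73 genes tested and 6 at the criterion (Fisher's exact test, p = 1), with a median 0.39 above all tested genes (camera adjusted p = 0.424). For NF-kappa B, 31 of 99 genes were tested and 8 were at the criterion (Fisher's exact test, p = 0.504), and the median lay 0.01 below that of all tested genes (-0.01, camera adjusted p = 0.892), a sign that changed between settings. In the Fanconi anemia and nucleotide excision repair lists, 11 of 24 tested genes each were at the criterion, which is 45.8% (Fisher's exact test, p = 0.00493, adjusted p = 0.0321 for both). Among genes with an adjusted p under 0.05 from edgeR, Fisher's exact test gave p = 0.203 for Fanconi anemia and p = 0.0668 for nucleotide excision repair. Of the 11 genes at the criterion, 2 were higher and 9 lower in the Fanconi anemia list, and 4 were higher and 7 lower in the nucleotide excision repair list. For non-homologous end-joining, 3 of 4 tested genes were at the criterion (Fisher's exact test, p = 0.0299, adjusted p = 0.130), and for heparan sulfate biosynthesis 2 of 7 (Fisher's exact test, p = 0.640, adjusted p = 0.920). With camera, 0 of the 13 lists had an adjusted p under 0.05 and 2 had an unadjusted p under 0.05. The same number, 0, had an adjusted p under 0.05 with fry or with an estimated correlation. MAPK signaling was not analysed here. Fisher's exact test was run on edgeR's genes at the criterion and on lists written by hand, so it does not repeat the paper's KEGG analysis.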

And there were significantly enriched in signaling pathways such as fatty acid metabolism, p53 signaling pathway, fatty acid elongation, NF-kappa B signaling pathway, PPAR signaling pathway, MAPK signaling pathway (Fig 6D) by KEGG enrich analysis. PPARα signaling pathway is closely related to energy metabolic processes such as fatty acid oxidation and triglycerides [33]. 

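The list for PPAR signaling held 76 genes, of which 22 had enough counts to be tested and 15 of these were higher in the Si-LIPG groups after TMM normalization, against 21 when scaled to all reads. Its median log2 fold change lay 0.37 above that of all tested genes (limma's camera test, adjusted p = 0.466; limma's fry test, adjusted p = 0.161). At the criterion on the unadjusted p and the fold change were 5 genes, SCP2, ACSL4 and ACSL5 higher and ACSBG1 and FABP3 lower (Fisher's exact test, p = 0.793), and 2 genes, SCP2 and ACSBG1, had an adjusted p under 0.05 from edgeR. Scaled to all reads in the files, ACSBG1 was not lower (log2 fold change 0.0561). The difference of the list from all tested genes changed sign over the genes with at least 10 counts in every sample (-0.20) and without NC replicate 2 (-0.0172). PPARA (ENSCHIG00000026407), which encodes PPARα, had counts of 3, 8 and 5 in NC libraries 1, 2 and 3 and of 7, 6 and 0 in Si-LIPG libraries 1, 2 and 3, too few to be tested with edgeR. Its TMM-normalized CPM was 10.4 ± 3.26 (SD, n = 3) in the NC groups and 4.11 ± 3.86 (SD, n = 3) in the Si-LIPG groups. As CPM over all reads, its values were 0.118 ± 0.0659 (SD, n = 3) and 0.102 ± 0.0887 (SD, n = 3), a difference within the spread between libraries. From the KEGG result on the sequencing data, together with PPARα measured by RT-qPCR and Western Blot, the paper goes on to propose that PPARα signaling takes part in the effect of LIPG on lipid deposition, which it tests with an agonist.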

The silencing of *LIPG* changed the PPARα signaling pathway by KEGG enrich analysis, and significantly increased the expression of PPARα by RT-qPCR and Western Blot (Fig 6D-6 F). In addition, Acyl-CoA synthetase long chain family member 5 (*ACSL5*), perilipin 4 (*PLIN4*), FABP3, sterol carrier protein 2 (*SCP2*) and phospholipid transfer protein (*PLTP*) were enriched to PPAR signaling pathway.

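Counts of the 5 genes were low in every library. ACSL5 had a TMM-normalized CPM of 11.7 ± 4.26 (SD, n = 3) in the NC groups and 34.9 ± 7.07 (SD, n = 3) in the Si-LIPG groups, a log2 fold change of 1.599 (standard error 0.60, adjusted p = 0.127 from edgeR's quasi-likelihood test). SCP2 rose from 8.61 ± 2.20 (SD, n = 3) to 40.5 ± 14.6 (SD, n = 3), a log2 fold change of 2.20 (standard error 0.61, adjusted p = 0.0452 from edgeR), and its adjusted p was up to 0.286 when a library was left out. FABP3 fell from 66.8 ± 41.1 (SD, n = 3) to 16.1 ± 10.7 (SD, n = 3), a log2 fold change of -2.02 (standard error 0.58, adjusted p = 0.0513 from edgeR). The NC and Si-LIPG libraries did not overlap for FABP3. Its adjusted p was 0.0282 with DESeq2 and up to 0.266 when a library was left out of the edgeR fit. FABP3 had a log2 fold change of -0.55 when scaled to all reads and of 0.0589 with the share of reads on genes as a covariate. For PLTP the CPM was 35.5 ± 32.7 (SD, n = 3) and 11.4 ± 4.74 (SD, n = 3), the groups overlapped, and the log2 fold change was -1.56 (standard error 0.74, adjusted p = 0.2499 from edgeR), which became 0.0801 when scaled to all reads. Without NC replicate 1, the log2 fold change of PLTP was -0.58. PLIN4 was counted 4, 4 and 0 times in NC libraries 1, 2 and 3 and 0, 0 and 1 times in Si-LIPG libraries 1, 2 and 3, too few to be tested with edgeR. In the ARS1.2 annotation, other genes overlap or lie within 1 kb of FABP3 (LOC108637396 and ZCCHC17), PLTP (CTSA) and PLIN4 (LOC102172140), so that their counts could include reads of those genes.

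**Figure D3:**
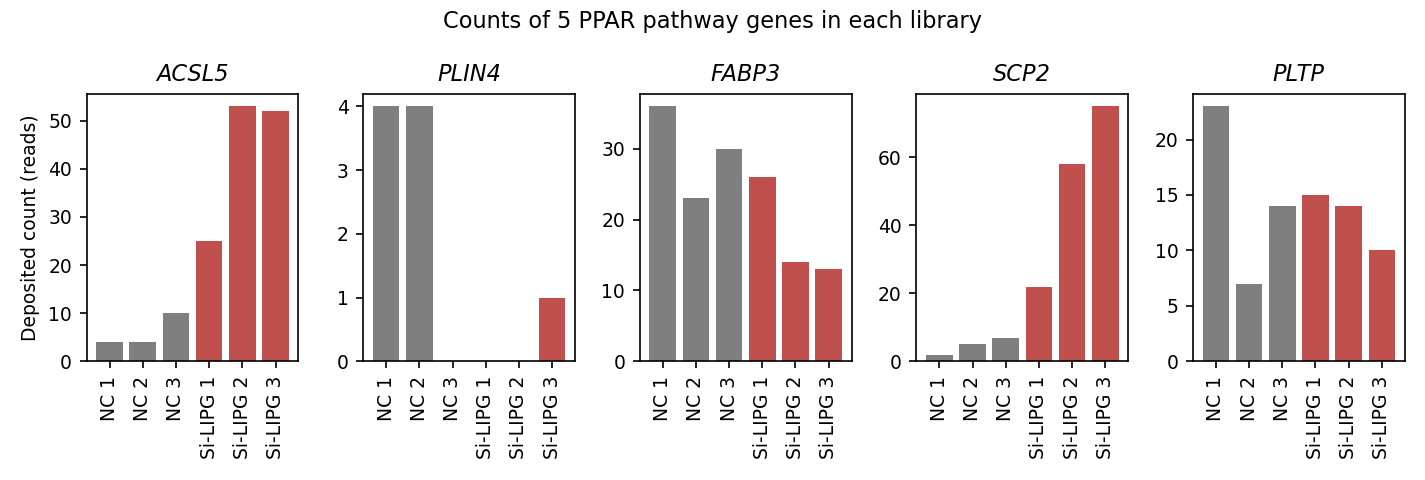
Deposited read counts (vertical axes, each with its own scale) of ACSL5, PLIN4, FABP3, SCP2 and PLTP in the 3 NC libraries (grey) and the 3 Si-LIPG libraries (red). ACSL5 and SCP2 are higher in every Si-LIPG library than in every NC library, and PLIN4 has at most 4 counts in any library.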

**Fig 6:**
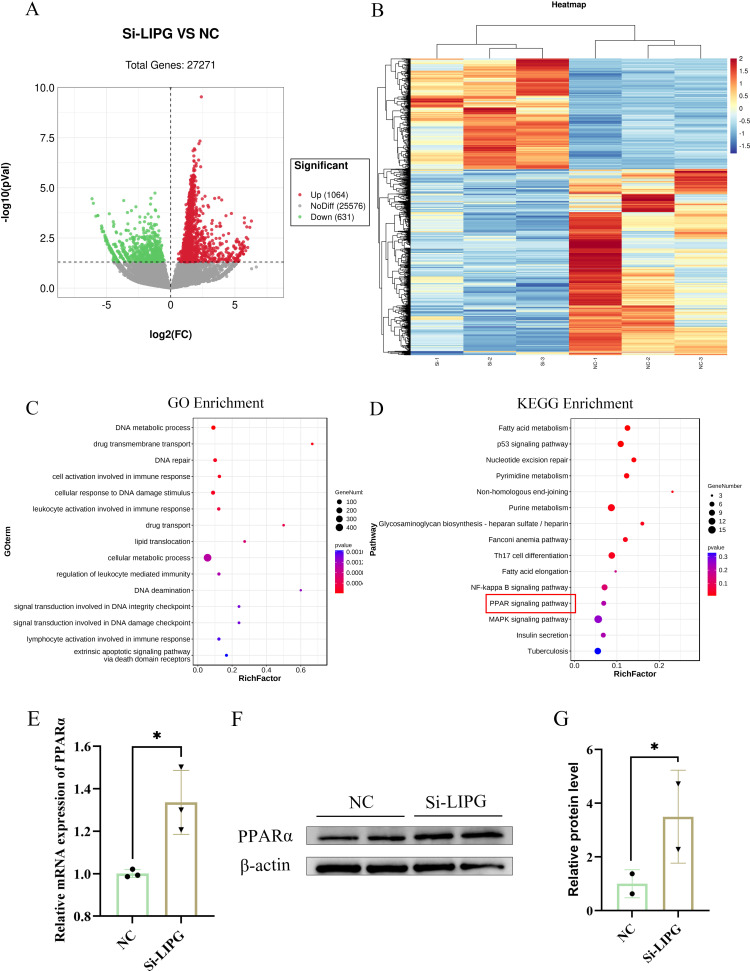
Knockdown of *LIPG* affected the mRNA transcript profiles. (A) RNA-seq volcano plot of significantly differential expression genes (DEGs) in Si-LIPG (n =  3) vs NC (n =  3) goat intramuscular preadipocytes, Red and green dots denote upregulated and down-regulated genes, respectively. (B) The heat map shows the relative levels DEGs. (C) The GO pathway analysis of related DEGs. (D) The KEGG pathway analysis of related DEGs. (D) The PPARα mRNA expression of silencing LIPG. (E) Western blot detection of protein levels in NC groups (NC) and LIPG interference groups (Si-LIPG) (n = 2). (F) Quantification of Western blot results by Image-Pro Plus 6.0.

### PPARα signaling pathway participates in LIPG regulation of lipid deposition in goat intramuscular preadipocytes

To verify the role of PPARα signaling pathway in mediating the function of *LIPG* knockdown, we added the PPARα agonist WY-14643 (50 μM) [34] to the intramuscular preadipocytes while overexpression of *LIPG*. The results of BODIPY staining showed that the OE-LIPG+WY14643 groups had more lipid droplets than the WY-14643 groups and less than the OE-LIPG groups (Fig 7A-7C). Meanwhile, the activation of PPARα reversed the reversed the altered expressions of *DGAT1*, *DGAT2*, *LPL* and *ACOX1* induced by *LIPG* overexpression (Fig 7C). Taken together, these data reveal that increased lipid deposition due to overexpression of *LIPG* can be reversed by PPARα agonist.

**Fig 7:**
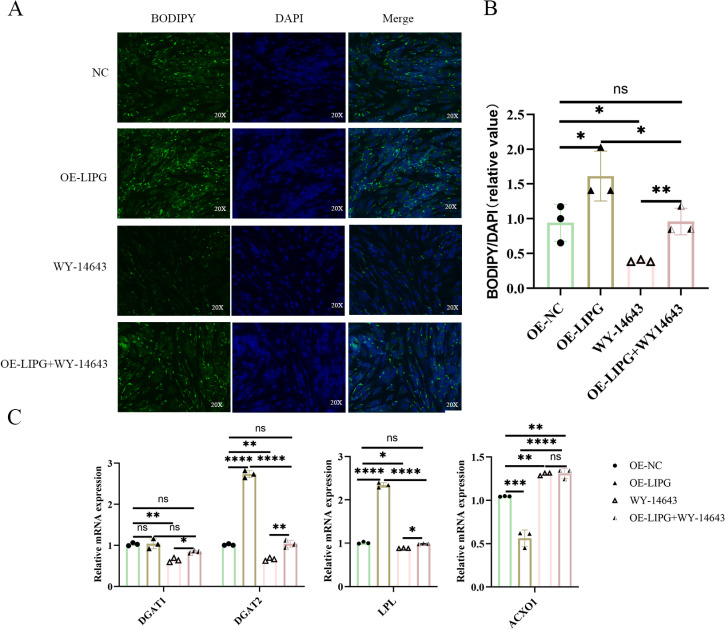
LIPG-induced lipid deposition is partially dependent on the PPARα signaling pathway in goat intramuscular preadipocytes. (A) BODIPY 493/503 staining (green). Nuclei were stained with DAPI (blue). (B) BODIPY staining were measured by Image-Pro Plus 6.0. (C) Relative mRNA expression of lipid metabolism genes. Data are shown as mean ±  SEM, n = 3, *  <  0.05, ** <  0.01, *** <  0.001, ****<0.0001.

## Discussion

The involvement of LIPG in human diseases and lipid metabolism has been well studied [19,26,35,36]. Overexpression of *LIPG* increases intracellular triglyceride content in HAEC cells and promotes proliferation of triple-negative breast cancer cells [11,16,37]. However, the specific function of LIPG in regulating lipogenesis and lipid deposition in goat IMF remains unclear. This study is novel that we screened and validated that LIPG regulates the proliferation and lipid deposition of goat intramuscular preadipocytes, at least partly, through the control of PPARα signaling pathway (Fig 8). These data may improve our understanding about the mechanism underlying IMF formation in goat.

**Fig 8:**
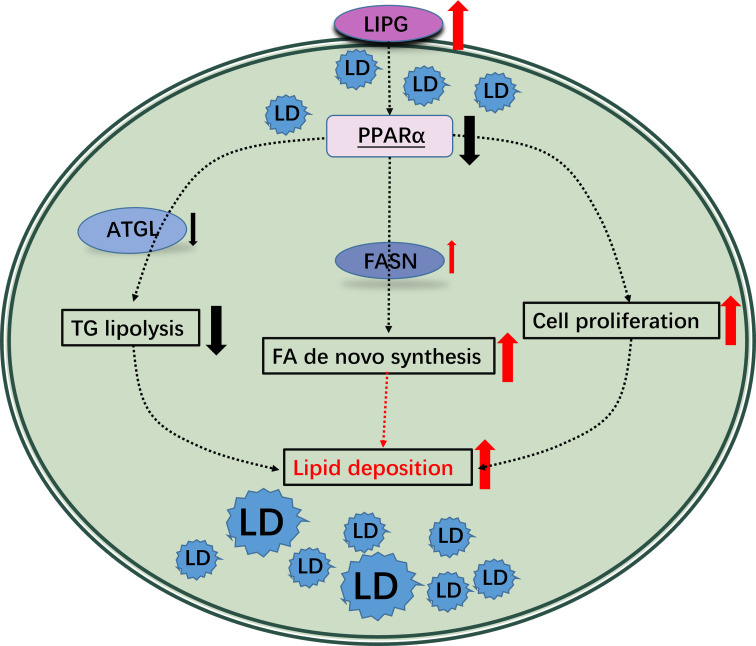
LIPG regulates goat intramuscular preadipocyte lipid deposition through the PPARα signaling pathway. LIPG regulates the PPARα signaling pathway, which further regulates FA de novo synthesis, TAG lipolysis, cell proliferation. This regulation may achieve through the modulation of target genes such as *FASN*, *ATGL*.

Endothelial Lipase (LIPG) was named for its initial identification in Human Umbilical Vein Endothelial Cells (HUVEC) and was subsequently found to be expressed in highly metabolic tissues such as heart and liver [38,39]. Our study confirmed that *LIPG* is expressed in a variety of tissues in goats, but interestingly its expression levels was highest in the small intestine compared to the other tissues tested. Considering the HDL is synthesized in the small intestine in addition to the liver [40], the highly expression of LIPG may be responded to the metabolism of small intestine-derived HDL.

In the previous study, LIPG downregulation decreased lipid synthesis capacity and proliferation of breast cancer (BCa) cells [16]. Our findings are consistent with this, as knocking down LIPG inhibited lipid deposition and cell proliferation in goat intramuscular preadipocytes. Knockdown LIPG reduced de novo fatty acid synthesis by down-regulating the expression of FASN, a key enzyme in de novo fatty acid synthesis [41]. It also reduced lipid droplet content by increasing ATGL to lipolysis ATG into diacylglycerol (DAG) and FAs [42,43]. However, HSL, the main decomposing agent of DAG [42], was not reduced. It is possible that the lipolysis product FAs is involved in the regulation of HSL as a signaling molecule. We are puzzled that overexpression of LIPG increased LPL expression in goat intramuscular preadipocytes. Previous studies have shown that Lipg^-/-^ mice have higher levels of LPL expression than WT mice, and it has been demonstrated that LIPG and LPL collaborate to promote efficient triglyceride (TG)-rich lipoproteins (TRLs) lipolysis [36]. The differences between our results and the reported in mice may be due to cell-individual differences and species specific differences between mice and goats. Obtaining knock-out goats for in vivo studies of LIPG gene function related to IMF deposition is likely not feasible due to the high cost and concern for animal welfare. Taken together, the promotion of cellular lipid deposition by LIPG observed in goat intramuscular preadipocyte may be achieved by increasing de novo fatty acid synthesis and decreasing lipolysis.

In this study, the PPAR signaling pathway was predicted to mediate the effects of *LIPG* silencing in goat intramuscular preadipocytes based on KEGG pathway analysis. Knockdown and overexpression of *LIPG* elicited significant changes of *FABP3*, *ACXO1*, *FASN*, *LPL*, *ATGL*, and *HSL*, which have been previously reported to be regulated by the PPARα signaling pathway [44] mostly by promoter targeting [44–46]. Rescue experiments were conducted by adding PPARα agonists WY-14643 to cells overexpressing *LIPG*. Notably, the results exhibited partial restoration of the phenotype and gene expression alterations caused by *LIPG* overexpression when treated with the PPARα agonist WY-14643. This finding supported our earlier demonstration that LIPG exerts regulatory functions through the PPAR signaling pathway, which aligns well with previous study that LIPG activates PPARα in Bovine aortic endothelial cells (BAEC) [47]. CPT1 may be regulated by PPARa, AMPK, MAPK and other signaling pathways [48–50]. Knockdown of LIPG increased the expression level of PPARa but decreased the expression level of CPT1A and CPT1B, the target genes of PPARa, suggesting that its LIPG regulates lipid deposition in goat intramuscular preadipocytes partly through the PPARa signaling pathway.

Despite these insights, we recognize the limitations of this study, particularly the lack of direct evidence on how LIPG regulates the PPAR signaling pathway. It is well known that LIPG hydrolyzes HDL to release FAs, which can be taken up and utilized by neighboring tissues and cells [12,15,51]. Furthermore, FAs can activate the PPARα signaling pathway as ligands [52]. We hypothesized that LIPG release FAs through lipolysis of lipid-rich proteins to provide the ligands for PPARα, regulates cellular fatty acid synthesis, triglyceride lipolysis, fatty acid oxidation, cell proliferation and other physiological activities. However, our data from the orlistat experiment suggest that lipid accumulation changes associated with LIPG overexpression may not be solely dependent on its enzymatic activity, as orlistat treatment did not reverse the increased lipid accumulation. This raises the possibility that LIPG could also regulate lipid deposition through non-enzymatic mechanisms, particularly in goat intramuscular preadipocytes. While these findings contribute to our understanding, further experimental validation is needed to clarify the precise mechanisms—both enzymatic and potential non-enzymatic—through which LIPG regulates lipid metabolism and the PPARα pathway.

## Conclusions

In conclusion, the coding sequence of goat LIPG spans 1,503 base pairs and exhibits the high expression levels in the heart, liver, and kidney tissues. Our findings suggest that LIPG play a positive regulatory role in intramuscular fat (IMF) content by promoting both lipid deposition and preadipocyte proliferation. Furthermore, our analysis indicates the involvement of the PPARα signaling pathway in mediating the effects of LIPG on cellular lipid accumulation in goat intramuscular preadipocytes. These data will provide a theoretical basis for elucidating the regulatory mechanism of goat IMF.

## Supporting information

S1 Table Summary of genes, peimers and product sizes for RT-qPCR.

S2 Table The top-50 gene of DEGs.

S1 Fig Effect of adding orlistat on overexpression of LIPG.

S2 Fig Principal component analysis (PCA) groups Si-LIPG and NC.

S3 Fig Transcriptome sequencing results validated by RT-qPCR).

S1 Raw Images Raw images of Western Blot experiments for this study.

## References

[1] LiX, FuX, YangG, DuM. Review: Enhancing intramuscular fat development via targeting fibro-adipogenic progenitor cells in meat animals. Animal. 2020;14(2):312–21. doi: 10.1017/S175173111900209X 31581971

[2] DuL, ChangT, AnB, LiangM, DengT, LiK. Transcriptomics and lipid metabolomics analysis of subcutaneous, visceral, and abdominal adipose tissues of beef cattle. Genes. 2022;14(1).10.3390/genes14010037PMC985894936672778

[3] MantovaniG, BondioniS, AlbertiL, GilardiniL, InvittiC, CorbettaS, et al. Protein kinase A regulatory subunits in human adipose tissue: decreased R2B expression and activity in adipocytes from obese subjects. Diabetes. 2009;58(3):620–6. doi: 10.2337/db08-0585 19095761 PMC2646060

[4] PerriniS, LaviolaL, CignarelliA, MelchiorreM, De StefanoF, CaccioppoliC, et al. Fat depot-related differences in gene expression, adiponectin secretion, and insulin action and signalling in human adipocytes differentiated in vitro from precursor stromal cells. Diabetologia. 2008;51(1):155–64.17960360 10.1007/s00125-007-0841-7

[5] GoodpasterBH, BergmanBC, BrennanAM, SparksLM. Intermuscular adipose tissue in metabolic disease. Nat Rev Endocrinol. 2022.10.1038/s41574-022-00784-236564490

[6] RoudbariZ, CoortS, KutmonM, EijssenL, MeliusJ, SadkowskiT, et al. Identification of biological pathways contributing to marbling in skeletal muscle to improve beef cattle breeding. Frontiers in Genetics. 2020;10.10.3389/fgene.2019.01370PMC701905232117419

[7] ZhaoSM, LiWZ, PanHB, HuangY, YangMH, WeiHJ, et al. Expression levels of candidate genes for intramuscular fat deposition in two Banna mini-pig inbred lines divergently selected for fatness traits. Genetics and Molecular Biology. 2012;35(4):783–9.23271939 10.1590/S1415-47572012005000079PMC3526086

[8] WatkinsPJ, FrankD, SinghTK, YoungOA, WarnerRD. Sheepmeat flavor and the effect of different feeding systems: a review. J Agric Food Chem. 2013;61(15):3561–79. doi: 10.1021/jf303768e 23488874

[9] YangY, WangY, ShanH, ZhengY, XuanZ, HuJ, et al. Novel insights into the differences in nutrition value, gene regulation and network organization between muscles from pasture-fed and barn-fed goats. Foods. 2022;11(3).10.3390/foods11030381PMC883448335159531

[10] XiongY, WangY, XuQ, LiA, YueY, MaY, et al. LKB1 Regulates Goat Intramuscular Adipogenesis Through Focal Adhesion Pathway. Front Physiol. 2021;12:755598. doi: 10.3389/fphys.2021.755598 34721078 PMC8548615

[11] LoP-K, YaoY, LeeJS, ZhangY, HuangW, KaneMA, et al. LIPG signaling promotes tumor initiation and metastasis of human basal-like triple-negative breast cancer. Elife. 2018;7:e31334. doi: 10.7554/eLife.31334 29350614 PMC5809145

[12] GausterM, HrzenjakA, SchickK, FrankS. Endothelial lipase is inactivated upon cleavage by the members of the proprotein convertase family. J Lipid Res. 2005;46(5):977–87. doi: 10.1194/jlr.M400500-JLR200 15722560

[13] VitaliC, KhetarpalSA, RaderDJ. HDL Cholesterol Metabolism and the Risk of CHD: New Insights from Human Genetics. Curr Cardiol Rep. 2017;19(12):132. doi: 10.1007/s11886-017-0940-0 29103089

[14] McCoyMG, SunG-S, MarchadierD, MaugeaisC, GlickJM, RaderDJ. Characterization of the lipolytic activity of endothelial lipase. J Lipid Res. 2002;43(6):921–9. doi: 10.1016/s0022-2275(20)30466-1 12032167

[15] ChenS, SubbaiahPV. Phospholipid and fatty acid specificity of endothelial lipase: potential role of the enzyme in the delivery of docosahexaenoic acid (DHA) to tissues. Biochim Biophys Acta. 2007;1771(10):1319–28. doi: 10.1016/j.bbalip.2007.08.001 17905648 PMC2093921

[16] SlebeF, RojoF, VinaixaM, García-RochaM, TestoniG, GuiuM, et al. FoxA and LIPG endothelial lipase control the uptake of extracellular lipids for breast cancer growth. Nat Commun. 2016;7:11199. doi: 10.1038/ncomms11199 27045898 PMC4822041

[17] KratkyD, ZimmermannR, WagnerEM, StraussJG, JinW, KostnerGM, et al. Endothelial lipase provides an alternative pathway for FFA uptake in lipoprotein lipase-deficient mouse adipose tissue. J Clin Invest. 2005;115(1):161–7. doi: 10.1172/JCI15972 15630456 PMC539186

[18] LoP-K, YaoY, ZhouQ. Inhibition of LIPG phospholipase activity suppresses tumor formation of human basal-like triple-negative breast cancer. Sci Rep. 2020;10(1):8911. doi: 10.1038/s41598-020-65400-7 32488004 PMC7265491

[19] HongC, DengR, WangP, LuX, ZhaoX, WangX, et al. LIPG: an inflammation and cancer modulator. Cancer Gene Ther. 2021;28(1–2):27–32. doi: 10.1038/s41417-020-0188-5 32572177

[20] BadellinoKO, WolfeML, ReillyMP, RaderDJ. Endothelial lipase concentrations are increased in metabolic syndrome and associated with coronary atherosclerosis. PLoS Med. 2006;3(2):e22. doi: 10.1371/journal.pmed.0030022 16354105 PMC1316064

[21] HuangJ, QianH-Y, LiZ-Z, ZhangJ-M, WangS, TaoY, et al. Role of endothelial lipase in atherosclerosis. Transl Res. 2010;156(1):1–6. doi: 10.1016/j.trsl.2010.05.003 20621031

[22] ShimokawaY, HirataK, IshidaT, KojimaY, InoueN, QuertermousT, et al. Increased expression of endothelial lipase in rat models of hypertension. Cardiovasc Res. 2005;66(3):594–600. doi: 10.1016/j.cardiores.2005.01.013 15914124

[23] AminN, JovanovaO, AdamsHHH, DehghanA, KavousiM, VernooijMW, et al. Exome-sequencing in a large population-based study reveals a rare Asn396Ser variant in the LIPG gene associated with depressive symptoms. Mol Psychiatry. 2017;22(4):537–43. doi: 10.1038/mp.2016.101 27431295

[24] YeH, MinhajuddinM, KrugA, PeiS, ChouC-H, Culp-HillR, et al. The Hepatic Microenvironment Uniquely Protects Leukemia Cells through Induction of Growth and Survival Pathways Mediated by LIPG. Cancer Discov. 2021;11(2):500–19. doi: 10.1158/2159-8290.CD-20-0318 33028621 PMC7858222

[25] WangS, ChenZ, LvH, WangC, WeiH, YuJ. LIPG is a novel prognostic biomarker and correlated with immune infiltrates in lung adenocarcinoma. J Clin Lab Anal. 2023;37(1):e24824. doi: 10.1002/jcla.24824 36572999 PMC9833968

[26] HuangJ, LiuR, ZhangY, ShengX. Mechanistic analysis of endothelial lipase G promotion of the occurrence and development of cervical carcinoma by activating the phosphatidylinositol-4,5-bisphosphate 3-kinase/protein kinase B/mechanistic target of rapamycin kinase signalling pathway. J Obstet Gynaecol. 2023;43(1):2151353. doi: 10.1080/01443615.2022.2151353 36606668

[27] FarhadiS, Shodja GhiasJ, HasanpurK, MohammadiSA, EbrahimieE. Molecular mechanisms of fat deposition: IL-6 is a hub gene in fat lipolysis, comparing thin-tailed with fat-tailed sheep breeds. Arch Anim Breed. 2021;64(1):53–68. doi: 10.5194/aab-64-53-2021 34084904 PMC8130542

[28] YangC, LiQ, LinY, WangY, ShiH, HuangL, et al. MCD Inhibits Lipid Deposition in Goat Intramuscular Preadipocytes. Genes (Basel). 2023;14(2):440. doi: 10.3390/genes14020440 36833367 PMC9956415

[29] XuQ, WangY, ZhuJ, ZhaoY, LinY. Molecular characterization of GTP binding protein overexpressed in skeletal muscle (GEM) and its role in promoting adipogenesis in goat intramuscular preadipocytes. Anim Biotechnol. 2020;31(1):17–24. doi: 10.1080/10495398.2018.1523796 30570352

[30] QiuK, ZhangX, WangL, JiaoN, XuD, YinJ. Protein expression landscape defines the differentiation potential specificity of adipogenic and myogenic precursors in the skeletal muscle. J Proteome Res. 2018;17(11):3853–65. doi: 10.1021/acs.jproteome.8b00530 30278612

[31] TianW, XiangH, LiQ, WangY, ZhuJ, LinY, et al. Oleic acid, independent of insulin, promotes differentiation of goat primary preadipocytes. Anim Prod Sci. 2022;63(2):113–9. doi: 10.1071/an21155

[32] HuangL, LuoJ, SongN, GaoW, ZhuL, YaoW. CRISPR/Cas9-mediated knockout of miR-130b affects mono- and polyunsaturated fatty acid content via PPARG-PGC1α axis in goat mammary epithelial cells. Int J Mol Sci. 2022;23(7):3640. doi: 10.3390/ijms23073640 35409000 PMC8998713

[33] WagnerN, WagnerK-D. The Role of PPARs in Disease. Cells. 2020;9(11):2367. doi: 10.3390/cells9112367 33126411 PMC7692109

[34] TianH, LuoJ, ShiH, ChenX, WuJ, LiangY, et al. Role of peroxisome proliferator-activated receptor-α on the synthesis of monounsaturated fatty acids in goat mammary epithelial cells. J Anim Sci. 2020;98(3):skaa062. doi: 10.1093/jas/skaa062 32067038 PMC7070155

[35] KlobučarI, StadlerJT, KlobučarL, LechleitnerM, TrbušićM, PregartnerG, et al. Associations between Endothelial Lipase, High-Density Lipoprotein, and Endothelial Function Differ in Healthy Volunteers and Metabolic Syndrome Patients. Int J Mol Sci. 2023;24(3):2073. doi: 10.3390/ijms24032073 36768410 PMC9916974

[36] KhetarpalSA, VitaliC, LevinMG, KlarinD, ParkJ, PampanaA, et al. Endothelial lipase mediates efficient lipolysis of triglyceride-rich lipoproteins. PLoS Genet. 2021;17(9):e1009802. doi: 10.1371/journal.pgen.1009802 34543263 PMC8483387

[37] RiedererM, KöfelerH, LechleitnerM, TritscherM, FrankS. Impact of endothelial lipase on cellular lipid composition. Biochim Biophys Acta. 2012;1821(7):1003–11. doi: 10.1016/j.bbalip.2012.03.006 23075452 PMC3460414

[38] HirataK, DichekHL, CioffiJA, ChoiSY, LeeperNJ, QuintanaL, et al. Cloning of a unique lipase from endothelial cells extends the lipase gene family. J Biol Chem. 1999;274(20):14170–5. doi: 10.1074/jbc.274.20.14170 10318835

[39] JayeM, LynchKJ, KrawiecJ, MarchadierD, MaugeaisC, DoanK, et al. A novel endothelial-derived lipase that modulates HDL metabolism. Nat Genet. 1999;21(4):424–8. doi: 10.1038/7766 10192396

[40] HanY-H, OnuferEJ, HuangL-H, SprungRW, DavidsonWS, CzepielewskiRS, et al. Enterically derived high-density lipoprotein restrains liver injury through the portal vein. Science. 2021;373(6553):eabe6729. doi: 10.1126/science.abe6729 34437091 PMC8478306

[41] ZhuJJ, LuoJ, WangW, YuK, WangHB, ShiHB, et al. Inhibition of FASN reduces the synthesis of medium-chain fatty acids in goat mammary gland. Animal. 2014;8(9):1469–78. doi: 10.1017/S1751731114001323 24909980

[42] BrejchovaK, RadnerFPW, BalasL, PaluchovaV, CajkaT, ChodounskaH, et al. Distinct roles of adipose triglyceride lipase and hormone-sensitive lipase in the catabolism of triacylglycerol estolides. Proc Natl Acad Sci U S A. 2021;118(2):e2020999118. doi: 10.1073/pnas.2020999118 33372146 PMC7812821

[43] SmirnovaE, GoldbergEB, MakarovaKS, LinL, BrownWJ, JacksonCL. ATGL has a key role in lipid droplet/adiposome degradation in mammalian cells. EMBO Rep. 2006;7(1):106–13. doi: 10.1038/sj.embor.7400559 16239926 PMC1369222

[44] BougarneN, WeyersB, DesmetSJ, DeckersJ, RayDW, StaelsB, et al. Molecular Actions of PPARα in Lipid Metabolism and Inflammation. Endocr Rev. 2018;39(5):760–802. doi: 10.1210/er.2018-00064 30020428

[45] ChinettiG, FruchartJC, StaelsB. Peroxisome proliferator-activated receptors and inflammation: from basic science to clinical applications. Int J Obes Relat Metab Disord. 2003;27(Suppl 3):S41-5.14704743 10.1038/sj.ijo.0802499

[46] KerstenS, StienstraR. The role and regulation of the peroxisome proliferator activated receptor alpha in human liver. Biochimie. 2017;136:75–84. doi: 10.1016/j.biochi.2016.12.019 28077274

[47] AhmedW, OrasanuG, NehraV, AsatryanL, RaderDJ, ZiouzenkovaO, et al. High-density lipoprotein hydrolysis by endothelial lipase activates PPARalpha: a candidate mechanism for high-density lipoprotein-mediated repression of leukocyte adhesion. Circ Res. 2006;98(4):490–8. doi: 10.1161/01.RES.0000205846.46812.be 16439686 PMC4231787

[48] VandanmagsarB, WarfelJ, WicksS, GhoshS, SalbaumJ, BurkD. Impaired mitochondrial fat oxidation induces FGF21 in muscle. Cell Reports. 2016;15(8):1686–99.27184848 10.1016/j.celrep.2016.04.057PMC4880522

[49] HeW, GaoM, YangR, ZhaoZ, MiJ, SunH, et al. The effect of CPT1B gene on lipid metabolism and its polymorphism analysis in Chinese Simmental cattle. Animal Biotechnology. 20211–13.10.1080/10495398.2021.190496633827354

[50] TangY, ZhangW, WangY, LiH, ZhangC, WangY, et al. Expression Variation of CPT1A Induces Lipid Reconstruction in Goat Intramuscular Precursor Adipocytes. Int J Mol Sci. 2023;24(17):13415. doi: 10.3390/ijms241713415 37686221 PMC10488119

[51] JinW, FukiIV, SeidahNG, BenjannetS, GlickJM, RaderDJ. Proprotein convertases [corrected] are responsible for proteolysis and inactivation of endothelial lipase. J Biol Chem. 2005;280(44):36551–9. doi: 10.1074/jbc.M502264200 16109723

[52] ChakravarthyMV, LodhiIJ, YinL, MalapakaRRV, XuHE, TurkJ, et al. Identification of a physiologically relevant endogenous ligand for PPARalpha in liver. Cell. 2009;138(3):476–88. doi: 10.1016/j.cell.2009.05.036 19646743 PMC2725194

# Supplementary material for: LIPG-mediated regulation of lipid deposition and proliferation in goat intramuscular preadipocytes involves the PPARα signaling pathway
**Source:** PLoS One. 2025 Feb 13;20(2):e0317953. doi: 10.1371/journal.pone.0317953
**Supplement:** S1 Table

**S1 Table Summary of genes, primers and product sizes for RT-qPCR**

| Gene                                   | Description                                     | GenBank ID number | Primer name | Primer sequence(5'to3')   | Size (bp) | application |
|----------------------------------------|-------------------------------------------------|-------------------|-------------|---------------------------|-----------|-------------|
| LIPG                                   | Endothelial Lipase                              | xM_005697191.3    | Sense       | CTTGGACCGCTGGAAAC         | 2174      | cloning     |
|                                        |                                                 |                   | Antisense   | GGGAGCAGGACGGAATA         |           |             |
|                                        |                                                 |                   | Sense       | ATTTAACCTCCGCACCTCG       | 139       | RT-qPCR     |
|                                        |                                                 |                   | Antisense   | GCCACTCATCGTCCATCC        |           |             |
| Fatty acid activation and elongation   |                                                 |                   |             |                           |           |             |
| ACSL1                                  | Acyl-CoA Synthetase Long Chain Family Member 1  | XM_005698718      | Sense       | TGACTGTTGCTGGAGACTGG      | 220       | RT-qPCR     |
|                                        |                                                 |                   | Antisense   | CAGCCGTCTTTATCCAGAGC      |           |             |
| ACSS2                                  | Acyl-CoA Synthetase Short Chain Family Member 2 | XM_018057751      | Sense       | GGCGAATGCCTCTACTGCTT      | 100       | RT-qPCR     |
|                                        |                                                 |                   | Antisense   | GGCCAATCTTTTCTCTAATCTGCTT |           |             |
| ACC                                    | Acetyl-CoA Carboxylase Alpha                    | NM_174224.2       | Sense       | CTCCAACCTCAACCACTACGG     | 171       | RT-qPCR     |
| FABP3                                  | Fatty Acid Binding Protein 3                    | NM_001285701      | Sense       | GATGAGACCACGGCAGATG       | 120       | RT-qPCR     |
|                                        |                                                 |                   | Antisense   | GTCAACTATTTCCCGCACAAG     |           |             |
| CD36                                   | scavenger receptor B2                           | X91503            | Sense       | GTACAGATGCAGCCTCATTTCC    | 81        | RT-qPCR     |
|                                        |                                                 |                   | Antisense   | TGGACCTGCAAATATCAGAGGA    |           |             |
| Fatty acid desaturation and elongation |                                                 |                   |             |                           |           |             |
| FADS1                                  | Fatty Acid Desaturase 1                         | XM_018043052.1    | Sense       | GGTGGACTTGGCCTGGATG       | 101       | RT-qPCR     |
|                                        |                                                 |                   | Antisense   | TGACCATGAAGACAAGCCCC      |           |             |
| ELOVL6                                 | Long-chain fatty acid family member 6           | NM_001314257.1    | Sense       | GGAAGCCTTTAGTGCTCTGGTC    | 205       | RT-qPCR     |
|                                        |                                                 |                   | Antisense   | ATTGTATCTCCTAGTTCGGGTGC   |           |             |
| TAG synthesis                          |                                                 |                   |             |                           |           |             |
| AGPAT6                                 |                                                 | Jl861797.1        | Sense       | AAGCAAGTTGCCCATCCTCA      | 101       | RT-qPCR     |

|                              |                                                 |                |           |                         |     |         |
|------------------------------|-------------------------------------------------|----------------|-----------|-------------------------|-----|---------|
|                              | 1-acylglycerol-3-phosphate O-acyltransferase 6  |                | Antisense | AAACTGTGGCTCCAATTTCGA   |     |         |
| DGAT1                        | Diacylglycerol O-Acyltransferase 1              | NM_174693      | Sense     | CACTGGGACCTGAGGTGTC     | 111 | RT-qPCR |
|                              |                                                 |                | Antisense | GCATCACCACACACCAATTCA   |     |         |
| FASN                         | Fatty Acid Synthase                             | DQ915966.3     | Sense     | GGGCTCCACCACCGTGTTCCA   | 226 | RT-qPCR |
|                              |                                                 |                | Antisense | GCTCTGCTGGGCCTGCAGCTG   |     |         |
| <b>TAG lipolysis</b>         |                                                 |                |           |                         |     |         |
| LPL                          | Lipoprotein Lipase                              | DQ997818       | Sense     | AGGACACTTGCCACCTCATTC   | 169 | RT-qPCR |
|                              |                                                 |                | Antisense | TTGGAGTCTGGTTCCCTCTTGTA |     |         |
| ATGL                         | Phospholipase Domain Containing 2               | GQ918145       | Sense     | GGAGCTTATCCAGGCCAATG    | 180 | RT-qPCR |
|                              |                                                 |                | Antisense | TGCGGGCAGATGTCACTCT     |     |         |
| HSL                          | Hormone-sensitive lipase                        | EU273879       | Sense     | GGGAGCACTACAAACGCAACG   | 118 | RT-qPCR |
|                              |                                                 |                | Antisense | TGAATGATCCGCTCAAACCTCG  |     |         |
| <b>Fatty acid oxidation</b>  |                                                 |                |           |                         |     |         |
|                              |                                                 |                | Antisense | GCATCTTCAAGTAGCCATTATCC |     |         |
|                              | Carnitine                                       |                | Sense     | TGACGGCTCTGGCACAAGAT    |     |         |
| CPT1A                        | Palmitoyltransferase 1A                         | XM_018043311.1 | Antisense | CGCGAAGTAGTTGCTATTAC    | 164 | RT-qPCR |
|                              | Carnitine                                       |                | Sense     | ACGAGGAGTCTCACCCTACG    |     |         |
| CPT1B                        | Palmitoyltransferase 1B                         | NM_001009259   | Antisense | GTGTGAAGGACTTGTCGAACCA  | 111 | RT-qPCR |
| <b>Fatty acid regulators</b> |                                                 |                |           |                         |     |         |
|                              | Peroxisome                                      |                |           | TACTCTCGGCAGACTTCCTAC   |     |         |
| PPAR $\alpha$                | proliferator-activated receptor- $\alpha$       | HM600811.1     |           | CCTCCTCACATCTGTCATACAC  | 201 | RT-qPCR |
| <b>Internal reference</b>    |                                                 |                |           |                         |     |         |
|                              | Ubiquitously expressed prefoldin like chaperone |                | Sense     | GCAAGTGGATTTGGGCTGTAAC  |     |         |
| UXT                          |                                                 | XP_005700899.1 | Antisense | ATGGAGTCCTTGGTGAGGTTGT  | 125 | RT-qPCR |

# Supplementary material for: LIPG-mediated regulation of lipid deposition and proliferation in goat intramuscular preadipocytes involves the PPARα signaling pathway
**Source:** PLoS One. 2025 Feb 13;20(2):e0317953. doi: 10.1371/journal.pone.0317953
**Supplement:** S2 Table

**S2 Table The top-50 gene of DEGs**

| Gene ID             | Gene name                                                                               |
|---------------------|-----------------------------------------------------------------------------------------|
| ENSCHIG000000026834 | GPS1                                                                                    |
| ENSCHIG000000001753 | CCDC85B                                                                                 |
| ENSCHIG000000023501 | EDL36312.1 mCG146085, partial [Mus musculus]                                            |
| ENSCHIG000000016277 | MRPL38                                                                                  |
| ENSCHIG000000025876 | MMEL1                                                                                   |
| ENSCHIG000000009697 | RFXANK                                                                                  |
| ENSCHIG000000026655 | GDF1                                                                                    |
| ENSCHIG000000023781 | ORC4                                                                                    |
| ENSCHIG000000014854 | CTU2                                                                                    |
| ENSCHIG000000027060 | XP_020741662.1 ribose-5-phosphate isomerase isoform X1 [Odocoileus virginianus texanus] |
| ENSCHIG000000007327 | RAB3A                                                                                   |
| ENSCHIG000000015252 | ARVCF                                                                                   |
| ENSCHIG000000024505 | MFSD12                                                                                  |
| ENSCHIG000000023749 | CD37                                                                                    |
| ENSCHIG000000015445 | KAT5                                                                                    |
| ENSCHIG000000016266 | -                                                                                       |
| ENSCHIG000000025635 | ERCC1                                                                                   |
| ENSCHIG000000018001 | EDL41015.1 mCG148442 [Mus musculus]                                                     |
| ENSCHIG000000024616 | TATDN1                                                                                  |
| ENSCHIG000000009427 | -                                                                                       |
| ENSCHIG000000019672 | FAM166A                                                                                 |
| ENSCHIG000000023053 | PHF1                                                                                    |
| ENSCHIG000000018628 | DALRD3                                                                                  |
| ENSCHIG000000021644 | CORO1A                                                                                  |
| ENSCHIG000000023795 | TBC1D8                                                                                  |
| ENSCHIG000000009712 | NP_001075822.1 sperm membrane protein-B [Oryctolagus cuniculus]                         |
| ENSCHIG000000006699 | -                                                                                       |
| ENSCHIG000000011700 | -                                                                                       |
| ENSCHIG000000014077 | SLC5A2                                                                                  |
| ENSCHIG000000019537 | -                                                                                       |
| ENSCHIG000000026127 | SBNO2                                                                                   |
| ENSCHIG000000026216 | XP_021524940.1 LOW QUALITY PROTEIN: seipin-like [Aotus nancymaae]                       |
| ENSCHIG000000020365 | TECR                                                                                    |
| ENSCHIG000000018170 | CLTB                                                                                    |
| ENSCHIG000000025310 | PTK6                                                                                    |
| ENSCHIG000000021938 | -                                                                                       |
| ENSCHIG000000013548 | SPRYD3                                                                                  |
| ENSCHIG000000011388 | -                                                                                       |
| ENSCHIG000000020973 | ZSCAN29                                                                                 |
| ENSCHIG000000023525 | IKBKKG                                                                                  |
| ENSCHIG000000027270 | XP_015313725.1 ETS domain-containing transcription factor ERF [Bos taurus]              |

---

|                    |                                                   |
|--------------------|---------------------------------------------------|
| ENSCHIG00000026314 | PHYKPL                                            |
| ENSCHIG00000023940 | IDI1                                              |
| ENSCHIG00000022403 | NUP210L                                           |
| ENSCHIG00000016675 | BAH13183.1 unnamed protein product [Homo sapiens] |
| ENSCHIG00000021798 | TSPOAP1                                           |
| ENSCHIG00000020681 | PIDD1                                             |
| ENSCHIG00000025253 | TP53BP2                                           |
| ENSCHIG00000024359 | SYDE1                                             |

---

# Supplementary material for: LIPG-mediated regulation of lipid deposition and proliferation in goat intramuscular preadipocytes involves the PPARα signaling pathway
**Source:** PLoS One. 2025 Feb 13;20(2):e0317953. doi: 10.1371/journal.pone.0317953
**Supplement:** S1 Raw Images

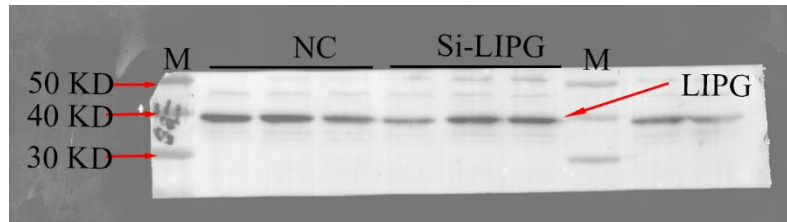

The original image of LIPG in Figure 2B. WB were used to detect the expression of LIPG in negative control groups (NC) and interfering LIPG gene groups (Si-LIPG).

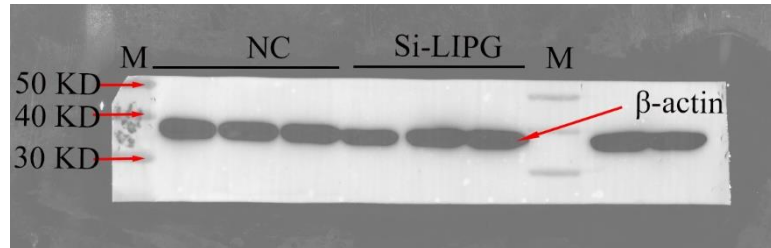

The original image of  $\beta$ -actin in Figure 2B. WB were used to detect the expression of  $\beta$ -actin in negative control groups (NC) and interfering LIPG gene groups (Si-LIPG).

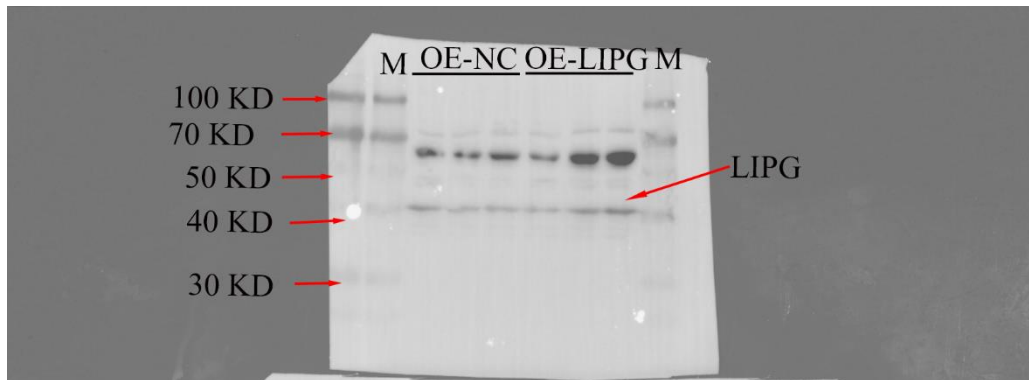

The original image of LIPG in Figure 4B. WB were used to detect the expression of LIPG in negative control groups (OE-NC) and overexpression LIPG gene groups (OE-LIPG).

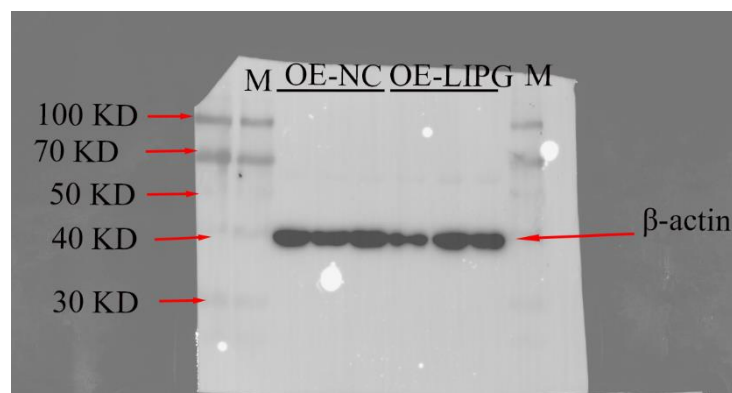

The original image of  $\beta$ -actin in Figure 4B. WB were used to detect the expression of  $\beta$ -actin in negative control groups (OE-NC) and overexpression LIPG gene groups (OE-LIPG).

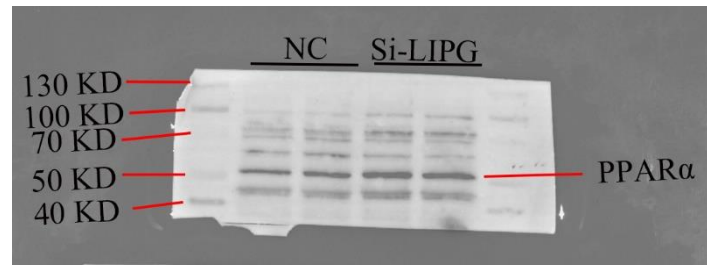

The original image of PPAR $\alpha$  in Figure 6F. WB were used to detect the expression of PPAR $\alpha$  in negative control groups (NC) and interfering LIPG gene groups (Si-LIPG).

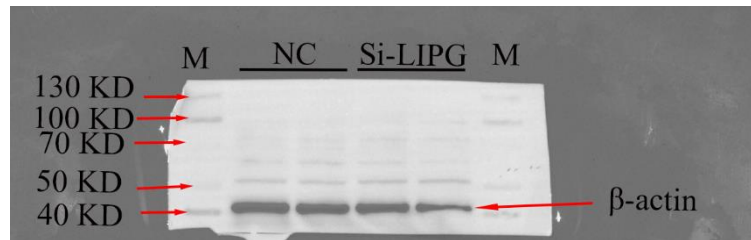

The original image of  $\beta$ -actin in Figure 6F. WB were used to detect the expression of  $\beta$ -actin in negative control groups (NC) and interfering LIPG gene groups (Si-LIPG).

How the deposited data were processed for this re-analysis (not part of the article)

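RNA-seq of goat intramuscular preadipocytes was analysed in 3 NC and 3 Si-LIPG libraries, taken 48 h after induction. The assignment of libraries to groups and replicates came from the sample titles and from the groups named in the paper. The authors deposited counts as 1 file per library, with the number of reads counted on each of 27271 genes named by Ensembl identifiers and 5 further rows for reads counted on no gene. Those rows have the names that htseq-count writes, but the paper's text does not name the counting tool, its strand setting, the aligner, the genome build or the filters on reads. The authors deposited FPKM values for the same genes in 1 table, with a gene name for 18989 of them. The ratios of FPKM values to counts showed that both came from the same counts and gave the gene lengths used in the length correction. The rows that name no gene were left out of library sizes and tests in the main comparison.

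Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn with matplotlib. Genes were kept by edgeR's filterByExpr with the groups (6574 genes), normalized by TMM and tested by edgeR's quasi-likelihood test without covariates. The criterion was the paper's, an unadjusted p under 0.05 and a fold change over 1.5, and Benjamini-Hochberg adjusted p values over the tested genes were given beside it. The paper names DESeq2, which was run as an alternative. Log2 CPM values used a prior count of 2. A count of 3 was taken as the limit that a count of 0 allows, and it covers counting error only. Gene lists for 13 pathways or processes were written by hand in advance, since no KEGG release was used here, and tested by camera, fry and Fisher's exact test. Of 26 genes named from the paper, 15 had enough counts to be tested, 5 had an adjusted p under 0.05 over all tested genes and 7 had one adjusted over the list alone. The 3 genes with the largest rise and the 3 with the largest fall were named among the 242 genes (11 higher, 231 lower) with an adjusted p under 0.05, a mean count of at least 100 and no overlap between the groups. GPS1 and CCDC85B were among the falls.

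The procedures were tested on simulated data drawn from the means, dispersions and library sizes of these libraries, with 200 genes changed by known fold changes. The edgeR test made 70 calls at an adjusted p under 0.05, of which 4 were false, and recovered 33.0% of the changed genes. DESeq2 made 82 calls, of which 9 were false, and recovered 36.5%. With no gene changed, 264 genes met the paper's criterion and 0 had an adjusted p under 0.05. These draws treated genes as independent and held no change shared by many genes, while in the real libraries large sets of genes moved together. The error rates therefore hold for the simulated setting and do not show how often calls are false in these libraries. The camera test picked out a list raised in the simulation and did not pick out an unchanged list. In a simulation with a length trend, the correlation of the change with gene length fell from 0.483 to 0.0461 after the length correction, and 16.5% of the changed genes were recovered against 20.0% before it.

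Replicate libraries differed by more than the sampling noise (chi-square per degree of freedom between 4.21 and 12.5), so none was counted as a copy of another. The alternatives written before the data were examined were other normalizations (DESeq2 size factors, library sizes alone, upper quartile), DESeq2, no filter on low counts, at least 10 counts in every sample, a block for the replicate number, a length correction, limma on log2(FPKM + 1) and log2(FPKM + 0.1), other fold change thresholds, and leaving out each library. The alternatives added after the data were seen were scaling to all reads in the files, the share of reads on genes as a covariate, and DESeq2 with no fold change threshold. A correction for GC content and a test of siRNA seed matches need a genome sequence and were not run. Names of neighbouring genes came from the RefSeq annotation of the goat assembly ARS1.2, in which 13292 gene names of the files were found once. Its coordinates were not printed because the paper's text does not name the build of the files. GO terms and the genes of S3 Fig were not analysed here.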

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

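The tests of ND6 against the other mitochondrial genes, of genomic DNA and of reads from another organism, and the draws with a change for each gene, were chosen after the result was seen, and the others in this part before.

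A median of 92.9% of the reads of a library fell on no gene, a share the paper does not report, and the mitochondrial gene ND6 stood out among the reads that were counted. ND6 had a median of 52.0 times the counts per kb of the median of the other 12 mitochondrial protein genes over the 6 libraries, and at least 22.6 times in any library (99.3 times in NC 1). It is the only one of these genes that is transcribed from the other strand. Reads of genomic DNA would cover both strands alike, but ND6 had at least 14.8 times the counts per kb of its neighbour ND5. Reads from another organism would not align, and at most 1.22% of the reads of a library were not aligned. Chromosome names that do not match would leave a chromosome without counts, and among genes matched by name at least 70.5% of the genes had a count on every chromosome. A candidate explanation is that reads were counted on the strand opposite to the transcripts, which with the dUTP protocol may happen when the strand setting of the counting is reversed. The ND6 values are consistent with this. The ribosomal protein genes are not what counting on the opposite strand alone would give, since the median of the 27 with a count lay at the 97.6th percentile of counts per kb, a test in which a low rank was predicted. That rank would remain possible if a share of the reads came from the wrong strand, which a further test under the other observations bears on. The paper's text does not give the strand setting, so it could not be checked directly, and no biological explanation for the low share was tested.

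For 13 genes every NC library had 0 counts and every Si-LIPG library had at least 10, and for 0 genes the reverse held. Among them were DPY19L1, PPP3CB, PCCA, ZNF644 and SUCLA2. DPY19L1 had the most counts (13, 36 and 50 in Si-LIPG libraries 1, 2 and 3). Its mean CPM over all reads was at least 13.5-fold higher in the Si-LIPG groups, a bound on the mean and not on each library. The 13 genes were chosen after their values were seen. The tables argue against the higher share of reads on genes in the Si-LIPG libraries as the whole cause, as far as abundant genes show its effect. Counts drawn from the Si-LIPG levels with the change that most abundant genes show gave a median of 1 such gene and at most 5 in 100 draws, and 0 of the 100 draws gave as many as 13. With a change for each gene taken from the spread among the abundant genes that rose, the highest draw was also 5. A larger spread among genes with few counts was not simulated. Whether a further difference between the libraries or the silencing of LIPG lies behind them was not tested.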

How the results depend on the processing

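Scaling to all reads in the files, the share of reads on genes as a covariate, and DESeq2 with no fold change threshold were chosen after seeing the data, and the other alternatives before. The criterion below is an unadjusted p under 0.05 and a fold change over 1.5. Its 1361 genes became 2044 with no filter on low counts, 2512 with limma on log2(FPKM + 1) and no filter, 3032 when scaled to all reads and 187 with the share of reads on genes as a covariate. The 515 higher genes became 1588 with library sizes alone, 995 with no filter, 1509 and 1251 with limma on log2(FPKM + 1) and log2(FPKM + 0.1), 1988 with limma and no filter, 3030 when scaled to all reads and 88 with the covariate. The 846 lower genes became 395, 403, 420, 524, 2 and 99 with library sizes alone, limma on log2(FPKM + 1), limma on log2(FPKM + 0.1), limma with no filter, all reads and the covariate. DESeq2 size factors in edgeR, upper-quartile normalization, DESeq2 and the length correction left these counts within 1.5 times. With each library left out in turn, the criterion gave from 871 to 1692 genes, from 234 to 761 higher and from 632 to 952 lower, with the lowest numbers without Si-LIPG replicate 2 or 3.

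The 428 genes with an adjusted p under 0.05 became 123 with library sizes alone, 714 over the genes with at least 10 counts in every sample, where fewer genes were tested, and 750 when scaled to all reads. Limma gave 0 in each of its fits and the covariate also gave 0, where 1912, 1671, 2512 and 187 genes had an unadjusted p under 0.05. Across the fits that each left out one library, the number ranged from 0 to 648. Smaller groups can lower such a count, but not every library weighed alike, since 525 genes had an adjusted p under 0.05 without NC replicate 3 (366 of the 428 among them) and 648 without Si-LIPG replicate 1 (399 of the 428 among them). Of the 19 named genes that were tested, 9 had an adjusted p under 0.05, and 0 had one with limma or with the covariate. Leaving out each library gave from 0 to 9.

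The correlations of same-numbered libraries were low but positive, at 0.210, 0.0639 and 0.105. The first of these is also the correlation between the groups of the change from replicate 1 to replicates 2 and 3, so it is not separate evidence. In 100 draws without such a change that correlation was between -0.0335 and 0.0312. The share of reads on genes also rose from replicate 1 to 3, from 0.997% to 1.53% in NC and from 1.80% to 2.88% in Si-LIPG. The correlation does not separate this rise from a pairing. A weak pairing by replicate number is therefore neither shown nor ruled out. With the replicate number as a block, 925 genes had an adjusted p under 0.05, and 861 with the block and the length correction together. The number at the criterion was 1550 with the block.

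Some single genes reversed. Scaled to all reads, the log2 fold changes of PLTP, PNPLA2 and ACSS2 became 0.0801, 0.13 and 0.51. With the covariate, those of FABP3, PLTP, ACSL1, ACSS2 and ENSCHIG00000022463 became 0.0589, 0.81, -2.94, 0.99 and -0.0431. FADS1 ranged from -0.22 to 0.47 across the fits that left out one library.

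The PPAR signaling list differed from all tested genes by -0.20 over the genes with at least 10 counts in every sample and by -0.03 with the covariate, against 0.37. It ranged from -0.0172 to 0.41 across the fits that left out one library. Its camera p was never under 0.05 in these settings. Among the other lists, 0 had a camera adjusted p under 0.05, where 2 had an unadjusted p under 0.05, and 1 had an adjusted p under 0.05 with DESeq2, with no filter and with limma and no filter (cell cycle G2/M) and 1 over the genes with at least 10 counts in every sample (Fanconi anemia). The sign reversed for Fanconi anemia (0.0581), cell cycle G2/M (-0.12), fatty acid elongation (-0.15), interferon response (0.29) and myogenic cells (0.43) with the covariate, for NF-kappa B (0.0349) and interferon response (0.81) with DESeq2, for interferon response (0.66) with no filter, and for NF-kappa B (0.11), interferon response (0.12) and nucleotide excision repair (-1.12) over the genes with at least 10 counts in every sample. It also reversed for non-homologous end-joining (-0.14) with limma on log2(FPKM + 1), and for heparan sulfate biosynthesis (-0.30), interferon response (0.19) and myogenic cells (0.10) with limma and no filter. Leaving out one library gave from -0.12 to 0.0182 for NF-kappa B, from -0.55 to 1.122 for interferon response, from -0.40 to 0.13 for myogenic cells, from -0.29 to 1.37 for non-homologous end-joining and from -0.21 to 0.16 for nucleotide excision repair.

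The median log2 fold change of the S2 Table genes, -1.81, became -1.16 with library sizes alone, -1.19 with each limma fit, -0.31 when scaled to all reads and -0.35 with the covariate. It ranged from -2.19 to -1.39 across the fits that left out one library, with the smallest change without NC replicate 1. The share of the squared distances between the groups in the PCA, 37.3%, ranged from 33.1% to 46.8% across those fits. Of the other changed results among single genes, 83 were weaker and 9 were stronger. Apart from the scalings, whose effect follows from their construction, the cause of these changes was not tested.

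The low number of reads on genes limits the results for genes such as LIPG, PPARA, PLIN4, LIPE, DGAT1, DGAT2 and UXT, which had too few counts to be tested, and for LPL, CPT1B and CD36, which had 0 counts in every library. The GC correction and the test of siRNA seed matches were not run.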

Differences from the paper's values

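The paper's text gives 1064 upregulated genes, and with the deposited labels 515 genes were higher in Si-LIPG at the same criterion. Of the alternatives set before the data were examined, library sizes alone (1588), no filter on low counts (995), leaving out NC replicate 3 (761), limma on log2(FPKM + 1) (1509) and limma on log2(FPKM + 0.1) (1251) came within 1.5 times of it, and the others did not. In the opposite direction the numbers lie closer, since 846 genes were lower in Si-LIPG against the paper's 1064 upregulated genes and 515 were higher against the paper's 631 downregulated genes. DESeq2, the tool the paper names, gave 1064 lower and 629 higher genes at this criterion. DESeq2 at an unadjusted p under 0.05 with no fold change threshold, a setting chosen after seeing that its total reached the paper's 1695, gave 1695 genes, 1064 lower and 631 higher in Si-LIPG.

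The largest -log10 p in the volcano plot is about 9.5 in Fig 6A, read by eye, against 4.57 from edgeR. DESeq2 gave 9.54 and no filter on low counts gave 8.93. The replicate block and the length correction with the block went past it, at 19.5 and 19.2, and the other alternatives set before the data were examined did not close the gap.

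The paper states GPS1 and CCDC85B as upregulated, and both were lower in the libraries labelled Si-LIPG, with log2 fold changes of -2.39 and -2.29. The paper's S2 Table is given as 50 genes, of which 49 were in the copy used here. Fig 6B shows more genes lower than higher in the Si-LIPG columns, which is the direction of the deposited labels.

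The paper places ACSL5, PLIN4, FABP3, SCP2 and PLTP among the changed genes of the PPAR signaling pathway. Of these 5 genes, 3 were at the criterion with edgeR, and 5 were with DESeq2, where the unadjusted p was 0.0465 for PLIN4 and 0.0483 for PLTP. The paper states fatty acid metabolism, fatty acid elongation, p53, NF-kappa B and PPAR signaling as enriched. Fisher's exact test gave p = 0.479, 0.707, 1, 0.504 and 0.793 for these lists, whose members were written by hand and can differ from those of KEGG. It was run on the genes at the criterion with edgeR, among the 6574 genes tested. No such test was run on the genes from DESeq2, the tool the paper names. These values therefore do not test the enrichment the paper states on its own set of genes.

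From RT-qPCR, the paper states ATGL as increased, and PNPLA2, which encodes it, had a log2 fold change of -1.28 (adjusted p = 0.0400 from edgeR) in the sequenced libraries, and 0.13 when scaled to all reads. FASN and CPT1A are stated as decreased, and they had log2 fold changes of 0.39 (adjusted p = 0.652 from edgeR) and 0.20 (adjusted p = 0.806 from edgeR). Scaled to all reads, these were 1.89 (adjusted p = 0.0529 from edgeR) and 1.74 (adjusted p = 0.0552 from edgeR). PPARα is stated as increased, and PPARA had counts of 3, 8 and 5 in the NC libraries and 7, 6 and 0 in the Si-LIPG libraries. In the direction the paper states from RT-qPCR, ELOVL6 was higher (log2 fold change 2.01, adjusted p = 0.0446 from edgeR). FABP3 was lower, also as stated (-2.02, adjusted p = 0.0513 from edgeR), but not with the share of reads on genes as a covariate (0.0589). In the ARS1.2 annotation, CRACR2B overlaps PNPLA2 or lies within 1 kb of it, and the same holds for CDPF1 and LOC108636077 at PPARA, so the counts of PNPLA2 and PPARA are not certain to come from these genes alone.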

Other observations

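The tests of the scaling, of the correlation within the Si-LIPG libraries, of the labels and of the opposite direction were chosen after the result was seen, and the others in this part before.

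Per read in the files, genes with a mean count of at least 100 fell into 2 sets. The log2 change between the groups had peaks at -0.04 and 1.78, with few genes between them. The 340 genes below the midpoint had a median change of -0.01 and the 611 genes above it a median of 1.80. The summed counts of the lower set were between 6532 and 7499 as CPM over all reads in the 6 libraries, while those of the upper set rose from 1664 in NC 1 to 13073 in Si-LIPG 3, also within the NC and within the Si-LIPG groups. All 333 genes of at least this count that were lower at the criterion belonged to the lower set, which follows from the scaling that places the typical gene at no change. The lower set also held all 46 S2 Table genes of at least this count. If part of the counts came from reads of the other strand, and this part differed between libraries, then the ribosomal protein genes, which are abundantly transcribed, would rise like the upper set. This prediction was added once the high rank of these genes was known, but before their change was seen. Their median log2 change was 1.68 over the 26 with a mean count of at least 10, and 25 of these lay above the midpoint, as did the larger part of the genes with a mean count of at least 100. One candidate explanation is a share of wrong-strand reads that differs between libraries, on top of the counting on the opposite strand weighed above. The lower set would then hold genes counted from neighbours on the other strand. In the ARS1.2 annotation, 83.2% of the matched genes of the lower set had another gene overlapping or within 1 kb, against 41.0% of the upper set (odds ratio 7.11, Fisher's exact test, p = 8.4e-29). This check is void for the sets as a whole, since 73.5% and 76.3% of their genes could be matched by name, under the 80% needed. Of the genes with a symbol, 95.1% in the lower set and 94.5% in the upper set were matched. The percentages with a neighbour thus describe genes with a symbol only, and the strand of the neighbours was not used here. As CPM over all reads, the sum of the upper set rose from 1664 in NC 1 to 4616 in NC 3, and from 6963 in Si-LIPG 1 to 13073 in Si-LIPG 3. A rise among the NC libraries argues against the silencing of LIPG as the whole cause. Whether the silencing or another biological cause adds to the difference between the groups stays open.

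Among genes with an adjusted p under 0.05 more were lower (364) than higher (64) in Si-LIPG. After the length correction 343 were lower and 59 higher, so gene length is not the whole cause. Without the 20 genes with the most counts, which held between 22.2% and 37.3% of the counts of a library, 359 were lower and 62 higher. TMM normalization already limits the effect of a few abundant genes on the others. Their removal could thus hardly move these numbers, and no conclusion is drawn from it. Scaled to all reads in the files, 750 genes were higher and 0 lower, where 2 were lower at the unadjusted criterion. That scaling raises all genes by a similar amount (the median log2 fold change rose by 1.42), so this change of direction was fixed by the scaling and does not show where the excess of lower genes comes from.

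The change between the groups also followed the differences between libraries of one group. Across the 6574 genes, which are not independent replicates, it correlated at 0.358 with the change from replicate 1 to replicates 2 and 3 within Si-LIPG, where the share of reads on genes rises. In 100 draws of libraries without such a difference the correlation was between -0.06 and 0.01. This is consistent with an effect of that share on the counts. The share and the groups are partly confounded (correlation 0.845 over the 6 libraries). With the share as a covariate, 187 genes were at the criterion and 0 had an adjusted p under 0.05. This fit estimates both effects, but with 6 libraries and this correlation it has little power to separate them. It therefore does not show whether the silencing of LIPG or the differences in the share lie behind the change.

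Of the 10 splits of the 6 libraries into 3 and 3, 1, the real one, gave 1361 or more genes at the criterion, and the next gave 539. For genes with an adjusted p under 0.05 it was also 1 split, with 0 in the others, where up to 539 genes had an unadjusted p under 0.05. For the PPAR signaling list, 4 of the 10 splits gave a camera p as small as 0.322. With 10 splits, the share cannot be under 0.1.

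GPS1, CCDC85B and the S2 Table genes were lower in the libraries labelled Si-LIPG. If the libraries carried the opposite labels, LIPG would be lower in those labelled NC, but the highest LIPG count in any library was 2, too few to tell. If the paper took fold changes as NC over Si-LIPG, DESeq2 on the labels as deposited would give about as many lower genes as the paper calls upregulated, and it gave 1064. That number is consistent with a reversed direction, and exchanged labels would give the same number, so it does not separate them. Fig 6B, where more genes are lower in the Si-LIPG columns, speaks against labels exchanged in the deposited files alone, but it was read by eye and not tested, and both explanations are left open.

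ELOVL6, which the paper measured by RT-qPCR, had a log2 fold change of 2.01 (adjusted p = 0.0446 from edgeR), higher in all 3 Si-LIPG libraries than in all NC libraries. Its adjusted p from edgeR was between 0.0551 and 0.253 when each library was left out in turn, and 0.0534 with the length correction. FADS1 had a log2 fold change of 0.11 (adjusted p = 0.951 from edgeR). By the same test it was 0.24 for GPAT4 (adjusted p = 0.826) and 0.36 for ACACA (adjusted p = 0.637). For ACSL1 it was 0.68 (adjusted p = 0.697) and for ACSS2 -0.998 (adjusted p = 0.308). Of the lists that are not at a claim, cell cycle G2/M had an adjusted p of 0.0922 from limma's camera test with 36 genes tested and a median 0.28 above all tested genes. In the same test, cell cycle S phase had an adjusted p of 0.424 with 29 genes, interferon response of 0.702 with 5 genes and myogenic cells of 0.892 with 8 genes. ENSCHIG00000023501, which the files list under the name of a mouse protein, was among the 3 largest falls, with a log2 fold change of -2.20 (standard error 0.39, adjusted p = 0.0395 from edgeR).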
